# Neuronal activity-dependent mechanisms of small cell lung cancer pathogenesis

**DOI:** 10.1038/s41586-025-09492-z

**Published:** 2025-09-10

**Authors:** Solomiia Savchuk, Kaylee M. Gentry, Wengang Wang, Elana Carleton, Carlos A. O. Biagi-Junior, Karan Luthria, Belgin Yalçın, Lijun Ni, Hannah C. Farnsworth, Rachel A. Davis, Richard Drexler, Johannes C. Melms, Yin Liu, Lehi Acosta-Alvarez, Griffin G. Hartmann, Elisa C. Pavarino, Jenna LaBelle, Pamelyn J. Woo, Angus M. Toland, Fangfei Qu, Yoon Seok Kim, Mariella G. Filbin, Mark A. Krasnow, Keith L. Ligon, Benjamin Izar, Julien Sage, Bernardo L. Sabatini, Michelle Monje, Humsa S. Venkatesh

**Keywords:** Cancer microenvironment, Diseases of the nervous system, Small-cell lung cancer

## Abstract

Neural activity is increasingly recognized as a crucial regulator of cancer growth. In the brain, neuronal activity robustly influences glioma growth through paracrine mechanisms^1^ and by electrochemical integration of malignant cells into neural circuitry via neuron-to-glioma synapses^2,3^. Outside of the central nervous system, innervation of tumours such as prostate, head and neck, breast, pancreatic, and gastrointestinal cancers by peripheral nerves similarly regulates cancer progression^4–12^. However, the extent to which the nervous system regulates small cell lung cancer (SCLC) progression, either in the lung or when growing within the brain, is less well understood. SCLC is a lethal high-grade neuroendocrine tumour that exhibits a strong propensity to metastasize to the brain. Here we demonstrate that in the lung, vagus nerve transection markedly inhibits primary lung tumour development and progression, highlighting a critical role for innervation in SCLC growth. In the brain, SCLC cells co-opt neuronal activity-regulated mechanisms to stimulate growth and progression. Glutamatergic and GABAergic (γ-aminobutyric acid-producing) cortical neuronal activity each drive proliferation of SCLC in the brain through paracrine and synaptic neuron–cancer interactions. SCLC cells form bona fide neuron-to-SCLC synapses and exhibit depolarizing currents with consequent calcium transients in response to neuronal activity; such SCLC cell membrane depolarization is sufficient to promote the growth of intracranial tumours. Together, these findings illustrate that neuronal activity has a crucial role in dictating SCLC pathogenesis.

## Abstract (web summary)

Glutamatergic and GABAergic (γ-aminobutyric acid-producing) cortical neuronal activity drives proliferation of small lung cell cancer via paracrine interactions and through synapses formed with tumour cells.

## Main

The nervous system is emerging as a critical component of the tumour microenvironment that regulates cancer pathobiology. Primary brain cancers such as gliomas exhibit a profound dependency on these neuronal mechanisms through activity-dependent paracrine signalling pathways^1,13–15^ and direct functional integration of malignant glioma cells into electrically active neural circuits^2,3,16^. Although less is known about the role of neurons in brain metastases, breast cancer cells that are metastatic to brain were recently found to occupy the perisynaptic space to usurp glutamate for their growth^17^. Increasing evidence also implicates the nervous system in the regulation of many cancers outside of the central nervous system, including prostate, gastric, colon, head and neck, pancreatic, breast and skin cancers^4–12^. These studies support the emerging principle that the nervous system can profoundly influence cancer pathobiology and highlight the large number of cancers that remain to be examined from this perspective.

SCLC is a lethal high-grade neuroendocrine tumour that accounts for around 15% of all lung cancers, causes more than 200,000 deaths worldwide annually^18^, and has a 60% chance of metastasis by the time of diagnosis, with a particular propensity to metastasize to the brain^19,20^. Experimental mouse models indicate that SCLC can originate from pulmonary neuroendocrine cells^21–23^, a lung epithelial cell type that resides in close proximity to nerve fibres and expresses neurotransmitter receptors^24–26^. SCLC cells exhibit gene expression programmes that resemble those in neurons^27–29^. Higher levels of these neuronal markers correlate with shorter survival and more metastatic disease^30–32^. Recent studies have found that cell-intrinsic neurotransmitter-mediated signalling within the lung promotes SCLC progression^33–35^. Further, neuronal gene expression programmes in SCLC are implicated in driving metastatic progression by facilitating interactions with astrocytes in the brain microenvironment^36^. However, whether neuronal activity is a regulator of SCLC growth within the lung or the brain is not yet understood. We hypothesized that innervation—particularly by the vagus nerve—may influence disease growth in the lung and that nervous system–SCLC interactions may drive tumour progression. Here we investigate the role of neurons and neuronal activity in the progression of primary SCLC in the lung and SCLC in the brain.

## Vagal innervation in primary lung tumours

We began by testing whether innervation supports SCLC growth in the lung. Recent studies have illustrated a role for neurotransmitter-mediated growth mechanisms in SCLC^33,37^, yet the role of vagal innervation in primary SCLC pathophysiology within the lung remains to be elucidated. Analysis of human primary SCLC samples^38^ revealed the expression of several neurotransmitter receptor genes, consistent with the idea that SCLC cells at the primary site possess the ability to respond to neuronal cues (Extended Data Fig. 1a). To further investigate the influence of neural input on SCLC pathobiology, we utilized the *Rb1*^*fl/fl*^;*Trp53*^*fl/fl*^;*p130*^*fl/fl*^ (RPR2; *p130* is also known as *Rbl2*), luciferase-expressing SCLC genetic mouse model^39^ (RPR2-luc). Tumours were induced in 8-week-old RPR2-luc mice by intratracheal administration of adenovirus expressing Cre under the control of the cytomegalovirus (CMV) promoter (Adeno-CMV-Cre). These mice form spontaneous SCLC tumours that recapitulate the genetics, histology, therapeutic response, time course of progression and metastatic nature of the human disease^40,41^. Examination of SCLC tumours taken from the mouse lung revealed innervation of malignant tissue by various nerve types, including parasympathetic (labelled by vesicular acetylcholine transporter protein), sympathetic (labelled by tyrosine hydroxylase protein) and sensory (a subpopulation of which is labelled by myelin basic protein) nerve fibres (Extended Data Fig. 1b). An abundance of nerve fibres was also evident in the vicinity of tumours metastatic to the liver in these mice (Extended Data Fig. 1c).

To modulate innervation to the lung, we performed a unilateral cervical vagotomy in the RPR2 mouse model (Fig. 1a). Vagotomies or sham surgeries were performed approximately 2 months after the intratracheal administration of the Adeno-CMV-Cre vector but before the development of visible lesions^39^. Sham-manipulated and denervated mice tolerated the procedure well, displaying no postoperative weight loss or sickness behaviours (Extended Data Fig. 1d).

**Fig. 1:**
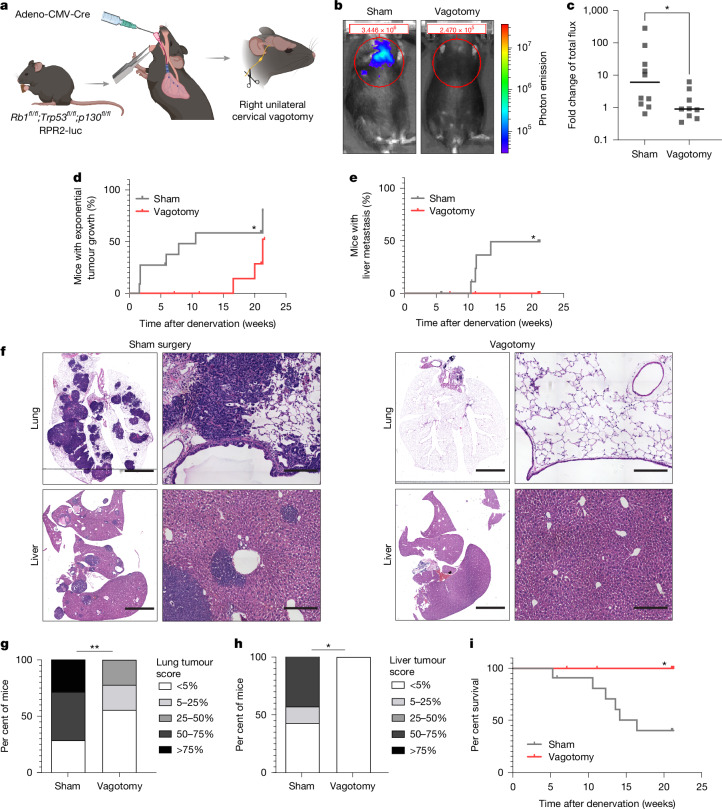
Vagal nerve innervation is critical for primary SCLC initiation and development. **a**, Experimental paradigm for unilateral cervical vagotomy in genetic mouse model of spontaneously forming SCLC (RPR2-luc). Created in BioRender. Savchuk, S. (2025) https://BioRender.com/5fwotqm. **b**, Representative in vivo imaging system (IVIS) image of RPR2-luc mice 10 weeks after sham or vagotomy procedure. Photon emission expressed as photons per second per cm^2^ per sr. The numbers on the images represent photon emission from the area selected within the red circles. **c**, Analysis of IVIS bioluminescence of overall tumour growth in SCLC primary tumours measured 10 weeks after vagotomy procedure (*n* = 11 sham and *n* = 9 vagotomy mice from 2 independent cohorts, *P* = 0.0465). Data are medians. **d**, Time course of tumour growth in RPR2-luc mice as measured by IVIS bioluminescence imaging after sham operation or vagotomy procedure. Events are recorded when mice begin to consistently show an increase in flux signal by tenfold between each weekly measurement (*n* = 11 sham and *n* = 9 vagotomy mice, *P* = 0.040). **e**, Time course of liver metastasis onset in RPR2-luc mice as detected by IVIS bioluminescence imaging after sham operation or vagotomy procedure (*n* = 11 sham and *n* = 9 vagotomy mice, *P* = 0.036). **f**, Representative haematoxylin and eosin (H&E) staining of lungs and livers isolated from sham-operated and denervated (vagotomy) RPR2-luc mice. Scale bars: 5,000 µm (left-hand images) and 250 µm (right-hand images). **g**, Quantification of lung tumour score (percentage of the organ occupied by the tumour) in sham-operated and denervated (vagotomy) RPR2-luc mice (*n* = 7 sham and *n* = 9 vagotomy mice, *P* = 0.005). **h**, As in **g**, for quantification of liver tumour score (*n* = 7 sham and *n* = 9 vagotomy mice, *P* = 0.019). **i**, Kaplan–Meier survival curve of RPR2-luc mice after either sham operation or denervation (vagotomy) (*n* = 11 sham and *n* = 9 vagotomy mice, *P* = 0.014). Mann–Whitney test (**c**); Gehan–Breslow–Wilcoxon test (**d**); log-rank (Mantel–Cox) test (**e**,**i**); Fisher’s exact test (**g**,**h**); all tests are two-tailed. **P < 0.01, *P < 0.05. Source data

By 10 weeks post-denervation, a marked difference was evident in the overall tumour burden between the sham-manipulated (control) and denervated (vagotomy) groups (Fig. 1b,c). Longitudinal in vivo bioluminescent imaging revealed that the initiation of primary lung tumours and the appearance of liver metastasis were significantly delayed or not detected in the vagotomy cohort, a difference that continued throughout the remainder of the experiment (Fig. 1d,e and Extended Data Fig. 1e). At the endpoint (around 6 months post-vagotomy), these differences in overall tumour burden were histologically validated. Whereas sham-manipulated mice demonstrated an abundance of tumour sites throughout all lobes of the lung, the denervated mice illustrated minimal to no tumour burden (Fig. 1f,g and Extended Data Fig. 1f). Livers, the first site of metastasis, were found to be free of tumour in all denervated mice as assessed by both histological and gross analysis of the surface of the organ (Fig. 1f,h and Extended Data Fig. 1g,h). These results were independently evaluated by a board-certified pathologist. A caveat to note is that the lack of metastatic spread to the liver is influenced, at least in part, by the marked reduction in lung tumour burden in vagotomized mice. Finally, as the overall tumour burden was greatly reduced by vagotomy, we observed a substantial survival benefit for the mice that had been denervated, with all denervated mice surviving the full duration of the experiment compared with a median survival of 16 weeks for sham-manipulated mice (Fig. 1i).

To then assess whether innervation was important to late-stage disease progression, we histologically evaluated innervation in early lesions compared with late-stage tumours. Compared with early in disease progression, more advanced tumours exhibited a significant reduction in nerve infiltration in regions of the tumour (Extended Data Fig. 1i,j). Concordantly, in contrast to early denervation, when vagotomy was performed 5–6 months after Cre administration in an independent cohort of mice, such reduction of tumour burden and survival benefit were not observed (Extended Data Fig. 1k–m). Similarly, tumour development was not inhibited by denervation in an aggressive form of SCLC driven by oncogenic MYC (*Trp53*^*fl/fl*^;*Rb1*^*fl/fl*^;*Myc*^*LSL/LSL*^ (RPM)^42^) where mice succumb to the tumour within 2 months (Extended Data Fig. 2). Together these findings comparing the role of innervation at early stages of tumour development to later stages and in more aggressive models suggest that vagal innervation of the primary tumour site (lung) has a critical role in SCLC initiation and development, and less of a role in tumour maintenance of advanced disease.

## Neurons in the intracranial SCLC microenvironment

Given the substantial role of innervation in primary SCLC as demonstrated above and the high propensity of SCLC to form intracranial metastases, we next evaluated the interactions between neurons and SCLC cells in the brain. We first analysed metastatic SCLC brain tissue samples from nine human patients. Immunohistochemical neurofilament staining revealed that regions of the tumour mass demonstrated extensive axons intermingled with malignant cells (Fig. 2a and Extended Data Fig. 3a), whereas other regions exhibited little to no axonal infiltration. Quantifying the proliferation index (fraction of Ki67^+^ cells) of SCLC, we found that malignant cells that were closer to axons (within 100 µm) exhibited increased rates of proliferation and higher nuclear density (Fig. 2b and Extended Data Fig. 3b), suggesting a possible functional role of neuron–SCLC interactions within the brain.

**Fig. 2:**
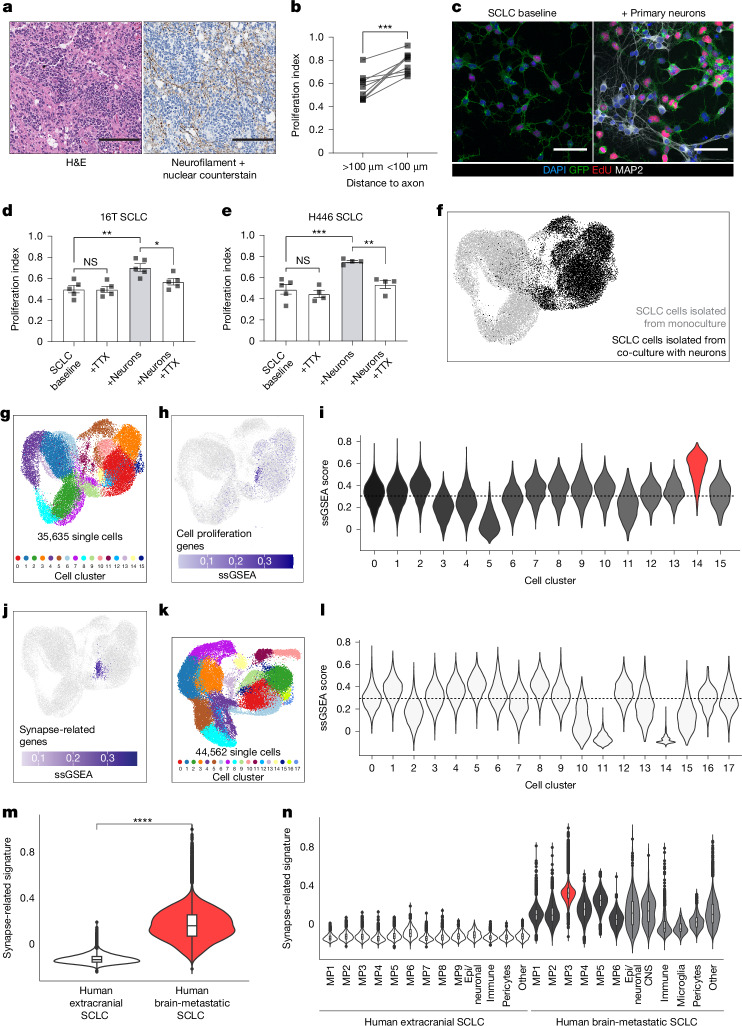
Neuronal activity promotes SCLC growth within the brain. **a**, Representative immunohistochemistry of human SCLC brain metastases. Left, H&E staining. Right, neurofilament (brown) with nuclear counterstain (blue). Scale bars, 150 µm. **b**, Proliferation index in regions of human SCLC brain metastases quantified less than or greater than 100 µm from axons (*n* = 9 patients, *P* = 0.0009). **c**, Representative images of mouse 16T SCLC cells (GFP) co-cultured with primary cortical neurons (MAP2). Proliferative cells are labelled with EdU. Scale bars, 50 µm. **d**, Quantification of data in **c** with or without addition of 1 µM TTX (*n* = 5 coverslips per condition, *P* = 0.0010). **e**, As in **d**, for human SCLC cells (H446, *n* = 4 coverslips per condition, *n* = 5 for baseline, *P* = 0.0003). **f**, Uniform manifold approximation and projection (UMAP) embedding of scRNA-seq profiles of mouse 16T SCLC cells isolated from monoculture or co-culture with primary mouse neurons. **g**, Distribution of SCLC cells in **f** on the UMAP embedding plot. **h**, Gene set enrichment analysis (GSEA) of the 16 populations identified in **g** reveals a distinct cluster among the SCLC cells isolated from neuron co-cultures that is enriched for proliferation-related genes (all gene signatures in Supplementary Table 1). ssGSEA, single-sample GSEA. **i**, Quantification of ssGSEA scores for synapse-related gene signature across the 16 clusters in **g** detects significant upregulation in cluster 14 (red, statistical testing in Supplementary Table 2). **j**, Visualization of cell clusters enriched for synapse-related genes among SCLC cells isolated from neuronal co-culture (cluster 14). **k**, Distribution of SCLC cells treated with 1 µM TTX in monoculture or neuron co-culture (Extended Data Fig. 4f) on the UMAP embedding plot. **l**, As in **i** but in the presence of 1 µM TTX (the 18 clusters in **k**). **m**, Expression of synapse-related genes in cells isolated from patient lung primary or recurrent or non-brain-metastatic lesions^45^ (*n* = 16) versus cells from patient SCLC brain metastases (*n* = 12, *P* < 0.0001). **n**, Expression of synapse-related genes across the cell types and malignant cell metaprogrammes (MP1–MP9) detected in patient lung primary, recurrent, non-brain-metastatic lesions (*n* = 16) or SCLC brain metastases (*n* = 12 patients). CNS, central nervous system; epi, epithelial. Data are mean ± s.e.m. (**d**,**e**); violin plots (**i**,**l**); violin and box plots (**m**,**n**). In box plots, the centre line is the median, box edges delineate 25th and 75th percentiles and whiskers extend to minimum and maximum values; dots represent outliers. Paired *t*-test (**b**); two-way ANOVA (**d**,**e**); one-way ANOVA with Tukey correction (**i**,**l**); pairwise Wilcoxon rank sum test (**m**). All tests are two-tailed. ****P < 0.0001, ***P < 0.001; NS, not significant. Source data

As there is no reliable model of spontaneous brain metastasis in any of the existing intracardiac or intravenous SCLC cell line administration models or genetic mouse models of SCLC^36,43^, we used mouse intracranial allografts, developed from isolation of metastases from the genetic models^44^ or patient samples, to test potential functional influences of neuronal activity on the growth of intracranial SCLC. This enabled placement of the malignant cells into specific regions of interest, allowing direct manipulation of distinct neural circuits involving the tumour. It is important to note that this is not a model of metastatic initiation, but rather one of established intracranial tumour growth. These brain allografts exhibited neurons present within the tumour mass, similar to the human samples described above, especially in areas of the tumour periphery (Extended Data Fig. 3c). Consistent with the human patient samples, we found the proliferation index of cells in neuron-rich peripheral tumour regions to be significantly higher than in neuron-poor areas within the periphery of the mass (Extended Data Fig. 3d,e).

## Neuron–SCLC interactions in the brain

To probe the interactions between SCLC and neuronal activity, we utilized co-culture systems in which cortically derived mouse neurons, representing a mixture of glutamatergic and GABAergic subpopulations (Extended Data Fig. 4a,b), were cultured together with either mouse 16T SCLC cells or human H446 SCLC cells. In both cases, the presence of active neurons significantly increased the proliferation rate of SCLC cells in co-culture (Fig. 2c–e). This effect was abrogated with the addition of tetrodotoxin (TTX), a voltage-gated sodium channel blocker that inhibits neuronal action potentials (Fig. 2d,e).

We next examined the transcriptional phenotypic changes in SCLC cells following exposure to neurons. We performed single-cell RNA sequencing (scRNA-seq) of the SCLC cells (16T-GFP) isolated from neuronal co-culture using fluorescence-activated cell sorting (FACS) (Extended Data Fig. 4c). 

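16T cells are a mouse SCLC line labelled with GFP. They were cultured without neurons (monoculture) or with primary cortical neurons (co-culture), sorted for GFP and profiled in droplets with unique molecular identifiers (UMIs), which count RNA molecules. Each culture without TTX had 3 biological replicates, with 1 library per culture and replicate. The authors aligned the reads with Cell Ranger 7.1.0 to the mouse build mm10 with the eGFP sequence added, and deposited UMI counts per gene and barcode without normalization. The deposited counts still include barcodes that the later filters of the methods remove. From there, barcodes with at least 1 eGFP UMI, at most 5% mitochondrial UMIs and at least 500 detected genes were kept, the last a choice made here. Doublets were removed by the highest Scrublet scores, at a rate of 0.8% per 1000 barcodes, since the threshold that Scrublet set by itself called 3430 barcodes of co-culture replicate 2 and 0 of co-culture replicate 1. The methods used another doublet caller. Of 48258 barcodes, 35538 were kept. Replicates 1, 2 and 3 of the monoculture had 3780, 10422 and 4447 cells with medians of 5968, 9912 and 15432 UMIs per cell, and those of the co-culture had 2979, 9311 and 4599 cells with medians of 4915, 14812 and 12438. The UMIs of kept cells summed to between 28585018 and 115378241 per library in monoculture (median 71650577) and between 17326042 and 151850352 in co-culture (median 57781828). As a check of the sort, eGFP had 1199.5 ± 413 (SD, n = 3) CPM (counts scaled to TMM library sizes) in monoculture and 543 ± 80.4 (SD, n = 3) in co-culture. Barcodes with no eGFP UMI were 10.5%, 2.55%, 4.69% of the 3 monoculture libraries and 35.5%, 12.9%, 18.8% of the 3 co-culture libraries. Cells are not replicates, so counts were summed over the kept cells of each sample and tested between cultures with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 20755 genes tested, 11305 differed between the cultures at an adjusted p under 0.05, 5740 higher and 5565 lower in co-culture. The TMM factors lay between 0.886 and 0.956 in monoculture and between 1.10 and 1.13 in co-culture. The even split and small fold changes depend on this scaling. The fit held the samples with TTX too. Without replicate 1 the count of changed genes was 12387. It was lower without replicate 2 or 3, but those fits also lack that replicate's samples with TTX. Fewer samples then estimate the spread, so these falls do not by themselves show dependence on either replicate.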

When compared to cells from SCLC monoculture, the co-cultured cells clustered separately with distinct subpopulations primarily composed of either mono-cultured or co-cultured SCLC cells (Fig. 2f,g and Extended Data Fig. 4d). 

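In each replicate, equal numbers of cells were drawn from both cultures, and the 30 nearest neighbours of each cell were found in principal component space. On average, 94.1%, 96.3% and 94.9% of the neighbours were from the cell's own culture in replicates 1, 2 and 3, where fully mixed cultures would give 50%. Over the alternatives tried, among them other numbers of neighbours and variable genes, other cell filters and cells thinned to one depth, these shares lay between 93.2% and 96.6%. Culture and library coincide within a replicate, so the share includes any difference between libraries. Between replicates of the monoculture, the share from the cell's own replicate was 93.1% for replicates 1 and 2, 95.3% for 1 and 3 and 67.2% for 2 and 3. The same pairs of the co-culture gave 92.3%, 89.5% and 62.9%. Louvain clustering of all cells at a resolution of 0.8 gave 17 clusters, and 15 of them drew over 80% of their cells from one culture, 7 from co-culture and 8 from monoculture. Clusters 3 and 15 were mixed, with 45.1% and 53.1% co-culture cells.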

In line with the proliferative effect seen in areas of neuronal infiltration, we found that upregulation of a cell proliferation signature was a prominent effect of neuronal co-culture (Fig. 2h).

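The cell proliferation signature (Supplementary Table 1) lists 512 genes, of which 485 matched a mouse symbol and 422 were tested on the summed counts. The median log2 fold change of the list in co-culture was −0.043 and its mean 0.16, which differ in sign. By edgeR, 125 of its genes were higher and 122 lower in co-culture, or 126 and 122 when adjusted over the list alone. limma's camera did not separate the list from the other genes (p = 0.977), nor did camera with an estimated correlation (p = 0.979) or fry (p = 0.0673). For each comparison 10 lists were tested, and adjusted over these lists the 3 values are 0.977, 0.979 and 0.0842. The alternative that moved the list most was the test without a filter on low counts, with a median of 0.0015. The 3 genes of the list with the smallest adjusted p were all higher in co-culture, Btc by 2.66, Cxcl10 by 4.04 and Spdya by 2.43 on the log2 scale. Averaged per library, the ssGSEA score of the signature was 0.161 ± 0.0264 (SD, n = 3) in monoculture and 0.176 ± 0.0357 (SD, n = 3) in co-culture, higher in 3 of 3 replicates but within their spread (exact permutation test, two-sided p = 0.5). It was higher in 1 of 3 replicates with no eGFP filter (exact permutation test, two-sided p = 1) and in 1 of 3 with a limit of 10% mitochondrial UMIs (exact permutation test, two-sided p = 0.8). With each cell thinned to 3000 UMIs, the scores were 0.188 ± 0.000240 (SD, n = 3) and 0.213 ± 0.00338 (SD, n = 3) (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow), and a module score of the list was 0.122 ± 0.00680 (SD, n = 3) and 0.144 ± 0.0113 (SD, n = 3) (exact permutation test, two-sided p = 0.1), both higher in 3 of 3 replicates. Among clusters, the highest mean score was in cluster 16, with 99.8% co-culture cells, a z of 2.01 among cluster means and 2.99 times the median UMIs of its cells' libraries, and on thinned cells in cluster 1, with 99.3% co-culture cells. Of 19 alternatives for the clusters and scores, 18 gave a highest cluster with over 98% co-culture cells and replicate 1 by itself one with 1.70%. The S phase genes had a median log2 fold change of 0.79 (camera, p = 1.50e-09) and the G2/M phase genes of 0.53 (camera, p = 5.41e-06). fry called both (p = 3.17e-07 and 0.000460), while camera with an estimated correlation called S phase (p = 0.0136) but not G2/M phase (p = 0.238). Adjusted over the 10 lists, the S phase and G2/M phase genes passed by camera (1.50e-08 and 2.71e-05) and fry (3.17e-06 and 0.000767), and neither by camera with an estimated correlation (0.136 and 0.376). Among thinned cells, 80.7% ± 2.74 (SD, n = 3) of the monoculture and 99.0% ± 0.387 (SD, n = 3) of the co-culture were assigned to S or G2/M phase (exact permutation test, two-sided p = 0.1), the latter near the upper limit of a share. At their own depth the shares were 81.9% and 99.0%. A cell was so assigned where the genes of either phase list lay on average above control genes of like expression. The share is therefore not that of dividing cells. An Mki67 UMI was present in 46.5% ± 7.38 (SD, n = 3) of thinned monoculture and 80.2% ± 8.67 (SD, n = 3) of thinned co-culture cells (exact permutation test, two-sided p = 0.1), and in 64.8% and 92.0% at their own depth. The share that RNA free in droplets would give was not measured. Thinning left out 201 monoculture and 1236 co-culture cells with fewer UMIs. Mki67, on chromosome 7 of GRCm38 from 135689784 to 135716361, had 459 ± 111 (SD, n = 3) CPM in monoculture and 657 ± 201 (SD, n = 3) in co-culture. Its log2 fold change of 0.52 did not pass the threshold (standard error 0.22, adjusted p = 0.0637 from edgeR). With the replicate number as a block it was 0.51 and passed (adjusted p = 0.000219 from edgeR), and over the alternatives tried the adjusted p lay between 0.000219 and 0.342.

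**Figure D1:**
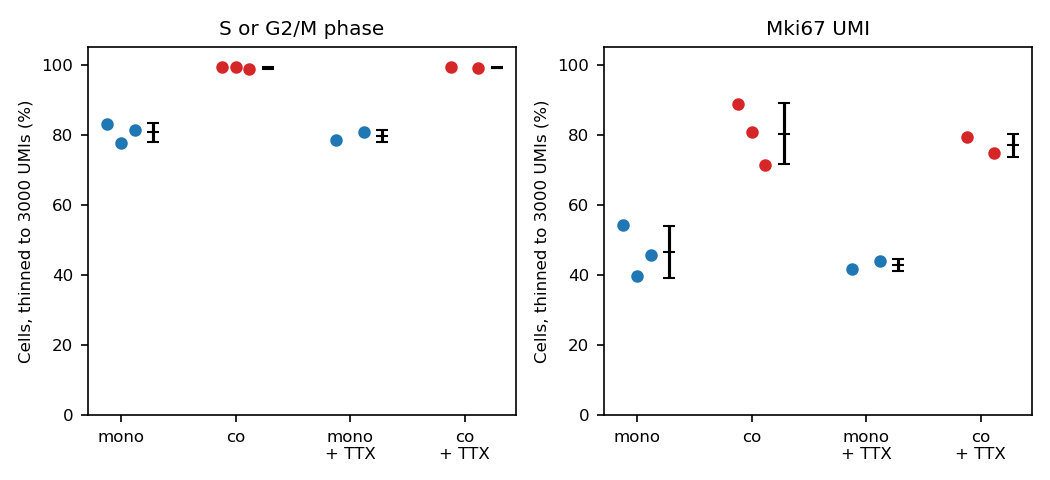
Percent of cells assigned to S or G2/M phase and percent with an Mki67 UMI after thinning, with 1 point per sample, monoculture in blue and co-culture in red, and the mean and SD beside the points; libraries of one sample were averaged. Co-culture samples lie above monoculture samples in both panels, with and without TTX.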

## Activity-mediated synaptic signature in SCLC

In addition to the upregulation of the proliferative signature, Gene Ontology (GO) analysis identified a distinct cluster of cells isolated from neuronal co-culture that are defined by GO terms linked to synapse formation and neurotransmitter receptors and enriched for a synapse-related gene signature (cluster 14; Fig. 2i,j, Extended Data Fig. 4e and Supplementary Tables 1 and 2). 

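ssGSEA scores were computed per cell from the 72 of 75 synapse-related genes that matched a mouse symbol, and averaged per cluster. Cluster numbers here are not those of the paper. Cluster 16 had the highest mean, with a z of 2.13 among cluster means and 1.79 relative to all cells. It held 452 cells, 99.8% from co-culture and 94.0% from co-culture replicate 2 alone, and its leading genes by fold were Cntnap2, Dtna, Cntnap5a, Lsamp and Creb5. Its cells had a median of 43629 UMIs, 2.99 times the median of their libraries, and a median doublet score of 0.210, the highest of the clusters. Scored after thinning, cluster 16 kept the highest mean, with a z of 1.31 among cluster means. Over 19 alternatives for the clusters and scores, the highest cluster held over 98% co-culture cells in 10 and under 7% in 9. Without replicate 2, the highest cluster held 1.92% co-culture cells. Clustered separately, replicate 2 gave a highest cluster with 99.1% co-culture cells, replicate 1 with 1.70% and replicate 3 with 1.41%. The highest cluster also came mostly from monoculture when thinned cells were clustered (6.41% co-culture cells), with the Leiden algorithm (1.45%), with doublets kept (1.59%), with no eGFP filter (4.04%), at a resolution of 0.4 (4.64%) and with variable genes centred within each replicate (2.42%). Over all cells of the samples, 14 of the 71 genes tested were higher and 31 lower in co-culture, or 14 and 33 when adjusted over the list alone. Their median log2 fold change was −0.38, called lower by camera (p = 0.00629) and fry (p = 0.000434) but not by camera with an estimated correlation (p = 0.236). Adjusted over the 10 lists, these values are 0.0210, 0.000767 and 0.376. Per library, the mean score was 0.265 ± 0.0419 (SD, n = 3) in monoculture and 0.233 ± 0.0347 (SD, n = 3) in co-culture, lower in 3 of 3 replicates and within their spread (exact permutation test, two-sided p = 0.4). After thinning it was 0.321 ± 0.00597 (SD, n = 3) and 0.298 ± 0.0250 (SD, n = 3), lower in 2 of 3 replicates (exact permutation test, two-sided p = 0.3). A module score of the list was 0.194 ± 0.00359 (SD, n = 3) and 0.163 ± 0.0217 (SD, n = 3), lower in 3 of 3 replicates (exact permutation test, two-sided p = 0.1). The 3 genes of the list with the smallest adjusted p all fell. Akap1 had a log2 fold change of −1.14 (standard error 0.083, adjusted p = 2.56e-06 from edgeR), Nrcam of −1.19 and Nlgn2 of −1.10. From Gene Ontology terms and the score of its cluster, the paper describes a population of co-cultured cells enriched for the signature.

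**Figure D2:**
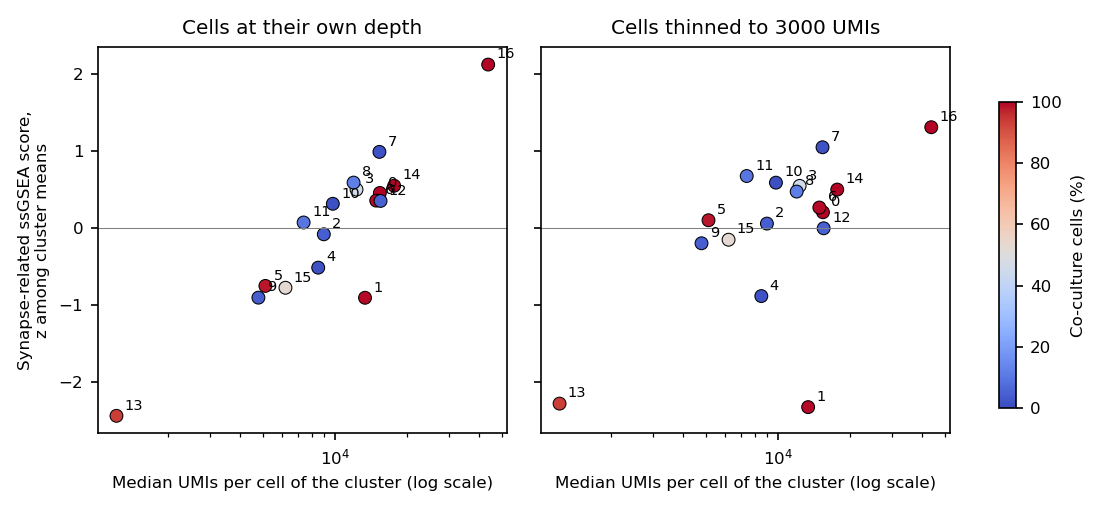
Mean synapse-related score of each cluster without TTX, as z among cluster means, against the median UMIs per cell on a log axis, for cells at their own depth (left) and thinned (right). Colour gives the percent of co-culture cells and labels give cluster numbers; cluster 16 lies at 43629 UMIs and is highest in both panels.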

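TTX blocks voltage-gated sodium channels and with them action potentials. Cells of both cultures treated with 1 µM TTX were sequenced, and their counts were processed as those without TTX. The labels number these samples as replicates 2 and 3. Replicate 2 has 1 library per culture, and replicate 3 has 2 per culture, which were summed as 1 sample (n = 2 per culture). Of 52521 barcodes, 41863 were kept. In monoculture, replicate 2 had 11728 cells with a median of 12108 UMIs per cell, and the libraries of replicate 3 had 4865 and 5883 cells with medians of 15260 and 12308. In co-culture, replicate 2 had 11533 cells with a median of 10246, and those of replicate 3 had 5992 and 1862 cells with medians of 10077 and 41578. The UMIs of kept cells summed to 154561804, 78453017 and 80750715 in these monoculture libraries and to 122472883, 68057768 and 77453199 in the co-culture libraries. Among nearest neighbours in replicate 3, the share from the cell's own library was 51.2% for the 2 monoculture libraries and 89.7% for the 2 co-culture libraries. eGFP had 1301 ± 312 (SD, n = 2) CPM in monoculture and 605 ± 125 (SD, n = 2) in co-culture. With TTX, 10385 genes differed between the cultures at an adjusted p under 0.05 by edgeR, 5181 higher and 5204 lower in co-culture, and 9647 of them changed in the same direction without TTX. The count was 701 without replicate 2 and 2497 without replicate 3, fits in which the lone sample is assumed to vary like the other groups. No gene passed the threshold for a co-culture effect that differed with TTX (95 genes at an unadjusted p under 0.05 by edgeR and 37 by DESeq2, with 0 after adjustment). Between co-culture with and without TTX, 0 genes passed it (62 at an unadjusted p under 0.05 by edgeR and 21 by DESeq2, with 0 after adjustment).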

To determine whether this synapse-related gene expression enrichment after exposure to neurons was mediated by neuronal activity, we performed a separate experiment comparing mono-cultured and co-cultured cells in the presence of TTX (Fig. 2k and Extended Data Fig. 4f–h). 

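The cells with TTX formed 18 clusters, numbered apart from those without TTX. The highest mean synapse-related score was in cluster 1, with 4940 cells, 4.66% of them from co-culture, and a z of 1.18 among cluster means and 0.78 relative to all cells. Of the clusters mostly from co-culture, cluster 15 was highest, with a z of 0.55 among cluster means and 0.21 relative to all cells. In replicate 3 by itself, the highest cluster held 98.2% co-culture cells, with a z of 0.80 relative to all cells, and in replicate 2 by itself 8.09%, with a z of 0.90. On summed counts, the synapse-related list had a median log2 fold change of −0.48 in co-culture with TTX against monoculture with TTX (camera, p = 0.00131; fry, p = 0.000384; camera with an estimated correlation, p = 0.173), with 10 genes higher and 33 lower. Adjusted over the 10 lists, these values are 0.00437, 0.000769 and 0.351. The co-culture effect with TTX minus that without TTX had a median of −0.072 over the list and −0.031 over all genes. camera called this difference (p = 0.00768, 0.0384 adjusted over the lists), but camera with an estimated correlation (p = 0.247) and fry (p = 0.340) did not. Without replicate 1, which has no sample with TTX, the difference was −0.015 and camera did not call it. Mean scores per sample with TTX were 0.292 ± 0.00328 (SD, n = 2) in monoculture and 0.255 ± 0.0206 (SD, n = 2) in co-culture, and were not tested.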

In the absence of neuronal activity, no malignant subpopulations were found to be enriched for the synapse-associated gene signature, indicating an activity-dependent mechanism of malignant cellular plasticity (Fig. 2l).

To determine whether this malignant signature could be detected in human biopsies, we collected SCLC brain metastases from 12 patients and analysed them using single-nucleus RNA sequencing (Extended Data Fig. 5a). As patients with SCLC do not routinely undergo tumour resection, there are no matched primary and brain-metastatic tissue datasets. We therefore compared the single-nucleus data from our SCLC brain metastasis tissue to a publicly available single-cell dataset^45^ incorporating cells from primary SCLC tumours and various unmatched metastatic disease sites including lung, pleura, lymph nodes, liver and kidney (Extended Data Fig. 5b). We found that compared with all other disease sites, SCLC cells in the brain were enriched for the synaptic signature (Fig. 2m). Further, unbiased clustering of human brain-metastatic cells revealed that SCLC cells within the brain could be grouped into six distinct metaprogrammes (Extended Data Fig. 5c). In line with the results from our co-culture dataset (Fig. 2i,j), we found that one specific metaprogramme (MP3) was defined by genes comprising neural-like transcriptional programmes (Fig. 2n and Extended Data Fig. 5e). When further assessed against previously defined pan-cancer metaprogrammes^46^, MP3 correlated with programmes associated with neural and glial precursor-like signatures (Extended Data Fig. 5f). Conversely, we did not find any enrichment of these programmes in SCLC cells from extracranial disease sites (Extended Data Fig. 5d,g,h), suggesting that compared with elsewhere in the body, intracranial SCLC is specifically enriched for neural gene expression programmes.

## Synaptic integration of SCLC in the brain

We next assessed whether neurotransmitter-mediated signalling occurred through the formation of direct synapses between SCLC cells and neurons in the tumour microenvironment. Examination of ultrastructural interactions in allografted or xenografted brain tissue using electron microscopy revealed clear synaptic structures (Fig. 3a and Extended Data Fig. 6a). Immunogold labelling of GFP-tagged 16T or H446 SCLC cells unambiguously identified the malignant cells at post-synaptic sites, confirming that these cancer cells structurally participate in neuron–SCLC synapses (approximately 3–5 synapses per 10 SCLC cells; Extended Data Fig. 6d). Although less frequent, immuno-electron microscopy also identified malignant cells in a perisynaptic position juxtaposed to normal neuron–neuron synapses (Extended Data Fig. 6b–d) consistent with the ‘pseudo-tripartite’ synapses previously described in breast cancer brain metastases^17^.

**Fig. 3:**
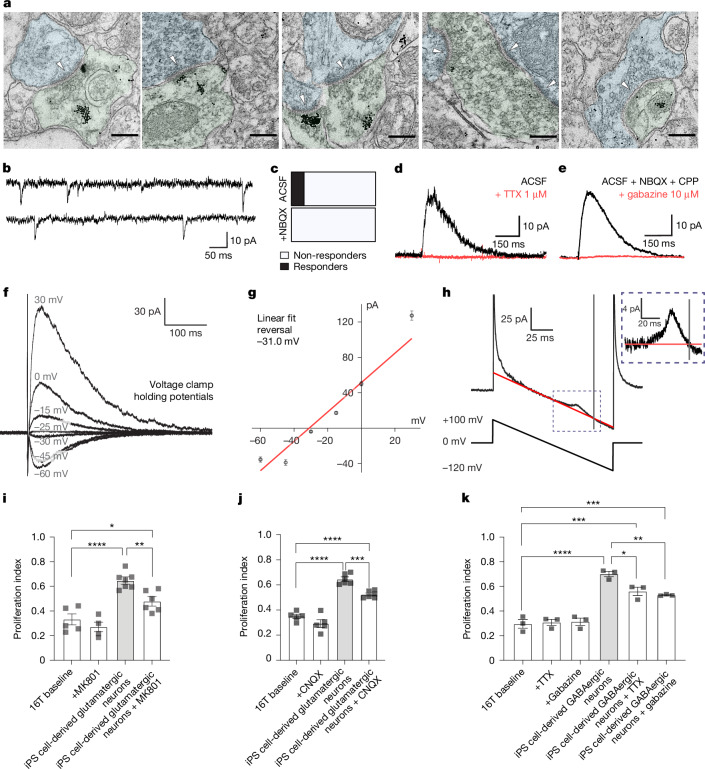
SCLC cells exhibit synaptic currents that drive tumour progression. **a**, Immuno-electron microscopy of 16T-GFP SCLC cells allografted to mouse hippocampus. Black dots represent immunogold particles labelling GFP (tumour cells). Post-synaptic density in GFP^+^ tumour cells (pseudo-coloured green), synaptic cleft and clustered synaptic vesicles in apposing pre-synaptic neuron (blue) identify synapses (white arrowheads). Scale bars, 200 nm. **b**, Representative recordings of sEPSCs in allografted 16T SCLC cells. **c**, Fraction of SCLC cells demonstrating spontaneous currents illustrated in **b** at baseline (artificial cerebrospinal fluid (ACSF), 8 out of 53 cells) or with the addition of 10 µM NBQX (bottom, 0 out of 27 cells). **d**, Representative traces of neuronal activity-dependent synaptic currents evoked in SCLC (*n* = 27 out of 49 cells), blocked after application of 1 µM TTX. **e**, Representative traces of neuronal activity-dependent evoked SCLC currents before and after application of 10 µM gabazine (*n* = 3 out of 3 cells). **f**, Representative trace of 16T SCLC cell currents in response to local GABAergic stimulation in the presence of glutamatergic inhibitors in perforated-patch recordings using gramicidin D at varying membrane potentials. **g**, Current–voltage relationship of GABAergic stimulation-induced current in 16T SCLC cells recorded with perforated-patch electrophysiology. Reversal potential of GABA was −27.3 ± 5.5 mV (−31.0 mV based off linear fit in example trace); *n* = 6 cells across 3 mice. **h**, Cell-attached measurement of resting membrane potential of SCLC cells. Current traces recorded during voltage ramp are shown in black. The red line is the extrapolated leak current from a linear fit and vertical grey line indicates the intersection of the voltage-activated K^+^ current with the leak current, yielding the resting membrane potential of −72 ± 7 mV (*n* = 7 cells). **i**, Proliferative index of mouse 16T SCLC-A subtype cells co-cultured with human iPS cell-derived glutamatergic neurons reveals increased proliferation in co-culture, abrogated by the addition of 50 µM MK801 (NMDA receptor inhibitor for glutamate, *n* = 5 coverslips for baseline condition, *n* = 4 for MK801, *n* = 7 for co-culture and *n* = 6 for co-culture with MK801, *P* < 0.0001). **j**, As in **i**, but with 50 µM CNQX (AMPA receptor inhibitor for glutamate) (*n* = 5 coverslips per condition, *P* < 0.0001). **k**, Proliferative index of mouse SCLC-A subtype 16T cells co-cultured with human iPS cell-derived GABAergic neurons with or without addition of 1 µM TTX or 20 µM gabazine (GABA_A_ receptor inhibitor) reveals that increased proliferation in co-culture is abrogated by TTX or gabazine (*n* = 3 coverslips per condition, *P* < 0.0001). Data are mean ± s.e.m. (**i**–**k**). Two-way ANOVA (**i**–**k**). All tests are two-tailed. Source data

Having established the presence of structural neuron-to-SCLC synaptic interactions, we next evaluated synaptic responses of SCLC to neuronal activity electrophysiologically. GFP-labelled SCLC 16T cells were allografted into the CA1 region of the hippocampal circuit, an experimentally tractable circuit that is amenable to electrophysiological interrogation of neuron-to-cancer synapses^2,16^ (Extended Data Fig. 6e,f). After a period of engraftment, we prepared acute hippocampal slices for whole-cell electrophysiological recordings of GFP^+^ SCLC cells. Electrophysiological recordings in voltage clamp at −70 mV of individual SCLC cells revealed the presence of spontaneous excitatory post-synaptic currents (sEPSCs) in a subpopulation of cancer cells (approximately 22% of SCLC cells; Fig. 3b). In the presence of NBQX (2,3-dihydroxy-6-nitro-7-sulfamoyl benzo[f]quinoxaline), a glutamatergic (AMPA (α-amino-3-hydroxy-5-methyl-4-isoxazole propionic acid)) receptor blocker, these sEPSCs were no longer detected and variance in membrane current was significantly decreased (Fig. 3c and Extended Data Fig. 6g,h), indicating that these are spontaneous currents arising from glutamatergic input and consistent with functional synapses between glutamatergic neurons and SCLC cells mediated by an AMPA subtype of glutamate receptors.

To assess for action potential evoked responses, we stimulated CA3 Schaffer collateral and commissural axons, inputs to CA1, while simultaneously recording from SCLC cells in CA1 using a low-chloride internal solution. At voltage clamp of −70 mV to minimize GABA currents, evoked responses were very rarely seen (less than 5%). When held at 0 mV to minimize glutamatergic currents, a high proportion of SCLC cells (approximately 55%) exhibited currents evoked by neuronal stimulation. These currents were blocked with the addition of TTX to prevent action potentials (Fig. 3d). To determine whether these currents occurred in response to GABAergic input, recordings were performed in the presence of NBQX and CPP (3-(2-carboxypiperazin-4-yl)propyl-1-phosphonic acid) to inhibit AMPAR and *N*-methyl-d-aspartate (NMDA) receptor-mediated currents, respectively. In the absence of glutamatergic activity, electrical stimulation consistently resulted in currents that were blocked by addition of the GABA_A_ receptor inhibitor gabazine (Fig. 3e), indicating GABAergic synaptic currents in SCLC cells. Given that GABA can act as either a depolarizing or hyperpolarizing neurotransmitter depending on intracellular chloride concentration, we assessed its role in the context of malignant SCLC cells without altering intracellular chloride concentration. To determine the physiological reversal potential of GABA currents in SCLC cells, we recorded responses to stimulation of GABAergic synapses (via local stimulation in the presence of glutamatergic inhibitors) with perforated-patch recordings from SCLC cells using gramicidin D. GABAergic synaptic currents in SCLC cells reversed at −27.3 ± 5.5 mV (Fig. 3f,g), which corresponds to an intracellular chloride concentration of 46.8 mM. This is consistent with expression of K^+^/Cl^−^ co-transporters in SCLCs, with the *NKCC1* gene overexpressed in relation to *KCC2* (Extended Data Fig. 6i,j), driving the high intracellular concentration of chloride^47^. Separate cell-attached measurements revealed SCLC baseline resting membrane potential to be approximately −72 mV (Fig. 3h), more negative than the −27.3 mV chloride equilibrium potential; thus, opening of GABA-gated chloride channels causes SCLC depolarization rather than hyperpolarization. Together, these electrophysiological studies reveal activity-induced membrane depolarization and neurotransmitter-mediated signalling from neurons to SCLC cells in the brain.

## Neurotransmitter-mediated signalling in SCLC growth

Given the distinct synaptic input from glutamatergic and GABAergic neuronal populations, we then examined whether direct neurotransmitter-mediated signalling contributes to activity-mediated increases in SCLC proliferation. We utilized induced pluripotent stem cell (iPS cell)-derived neurons to establish isolated glutamatergic or GABAergic neuronal populations. These neurons were cultured with a panel of human cell lines that represent clinically and molecularly distinct subtypes of SCLC, conventionally defined by high expression of specific transcriptional regulators ASCL1 (SCLC-A), NEUROD1 (SCLC-N) or POU2F3 (SCLC-P)^41^. Notably, our scRNA-seq analysis revealed downregulation of ASCL1 expression and upregulation of NEUROD1 expression in response to neuronal activity (Extended Data Fig. 7a–c). 

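Neurod1, on chromosome 2 of GRCm38 from 79452521 to 79456751, had 7.02 ± 0.867 (SD, n = 3) CPM in monoculture and 11.7 ± 0.532 (SD, n = 3) in co-culture. Its log2 fold change was 0.75 (standard error 0.13, adjusted p = 0.000592 from edgeR), which without replicate 2 was 0.62 and no longer passed the threshold (adjusted p = 0.0975 from edgeR, the highest over the alternatives tried, whose lowest was 1.61e-07). With TTX, which silences the neurons, Neurod1 had 6.83 ± 0.815 (SD, n = 2) CPM in monoculture and 11.8 ± 0.163 (SD, n = 2) in co-culture, a log2 fold change of 0.79 (standard error 0.15, adjusted p = 0.00164 from edgeR). This change did not pass the threshold without replicate 2 (adjusted p = 0.226 from edgeR, the highest over the alternatives) or without replicate 3. The co-culture effect with TTX minus that without TTX was 0.034 on the log2 scale (edgeR, unadjusted p = 0.865). Between co-culture with and without TTX, Neurod1 differed by 0.0017 on the log2 scale (edgeR, unadjusted p = 0.990). Neither of these differences passed the threshold after adjustment. Leaving out replicate 2 or 3 takes its samples with TTX out of the fit as well, so fewer samples estimate the spread. Pou2f3 did not pass it without TTX, with a log2 fold change of −0.32 (adjusted p = 0.182 from edgeR).

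**Figure D3:**
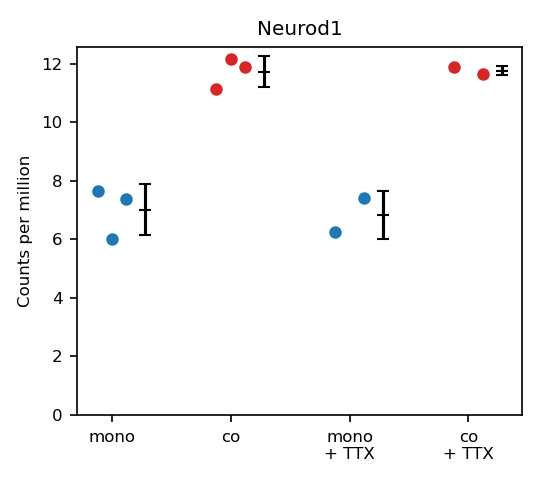
CPM of Neurod1 in each sample, monoculture in blue and co-culture in red, with the mean and SD beside the points, without TTX (3 samples per culture) and with TTX (2 samples per culture). Neurod1 lies higher in co-culture with and without TTX.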

Co-cultures of these distinct SCLC subtypes and neuronal populations revealed that glutamatergic and GABAergic neurons elicited a proliferative effect across SCLC, independent of transcriptional phenotype (Fig. 3i–k and Extended Data Figs. 7 and 8). We added either TTX (a broad neuronal activity blocker) or the specific neurotransmitter receptor inhibitors MK801 (NMDA receptor inhibitor), CNQX (AMPA/kainate receptor inhibitor) or gabazine (GABA receptor inhibitor) to neuron–SCLC co-cultures and quantified SCLC proliferation. The addition of each of these inhibitors reduced the neuronal activity-induced proliferation of the SCLC cells (Extended Data Figs. 7 and 8), indicating involvement of both glutamatergic and GABAergic signalling in the SCLC proliferative response to neuronal activity.

To determine whether these effects of neurons on SCLC were due to direct contact-mediated or paracrine signalling mechanisms, we applied conditioned medium from either glutamatergic or GABAergic neurons in the presence or absence of TTX to mouse or human SCLC cells in culture. Conditioned medium from neurons elicited either no increase or a partial increase in SCLC proliferation that was significantly less than the larger effect elicited by direct neuronal co-culture (Extended Data Fig. 9a–d). Conditioned medium taken from lung-derived epithelial cells had no proliferative effect (Extended Data Fig. 9e). These results suggest that paracrine factors secreted by neurons may contribute, but alone are insufficient to wholly explain the full proliferative effect of direct co-culture. Thus, contact-mediated interactions—such as synaptic communication—account for an important component of the growth-promoting effects of neurons on SCLC cells. We then assessed whether the known activity-dependent paracrine factors NLGN3 and BDNF, which we have shown promote glioma growth^1,13,14,16^, similarly induce proliferation in SCLC. Neither of these paracrine factors were found to affect the proliferation of the lung cancer cells (either 16T or H446) in vitro, in contrast to a clear growth-promoting effect in patient-derived glioma cultures (Extended Data Fig. 9f–i). These results are in line with previous studies indicating that NLGN3 is not critical for the growth of breast cancer brain metastases in vivo^15^, and highlight the need to disentangle the distinct activity-dependent mechanisms that influence growth across cancers arising from various tissue origins.

## Circuit activity drives growth of intracranial SCLC

To examine the effects of neuronal activity on intracranial SCLC tumour proliferation, we employed in vivo optogenetic techniques in freely behaving mice. Here, mouse SCLC cells (16T) were allografted intracranially into the premotor cortex of mice expressing the blue light-sensitive opsin channelrhodopsin (ChR2) in Thy1+ deep layer cortical projection neurons or wild-type (non-ChR2-expressing) littermate controls (Fig. 4a). After a period of engraftment, optogenetic ferrules were placed over the premotor cortex and neurons were stimulated with blue light. Successful stimulation of the cortical circuit in ChR2-expressing mice was verified by the observance of a complex motor behavioural output, circular ambulation. Assessed histologically 24 h after optogenetic stimulation of cortical neuronal activity, 16T SCLC cells exhibited a robust increase in proliferation rate (approximately 40% Ki67^+^ SCLC cells in mock-stimulated wild-type mice, approximately 60% Ki67^+^ SCLC cells in optogenetically stimulated ChR2-expressing mice; Fig. 4b,c). Further, there was a clear increase in the spread of SCLC cells into the brain, with more cells migrating outside of the edge of the tumour mass into the normal brain parenchyma in mice with optogenetically stimulated neuronal activity (Fig. 4d and Extended Data Fig. 10a–c). Together, these results indicate that cortical neuronal activity can promote the progression of intracranial SCLC growth.

**Fig. 4:**
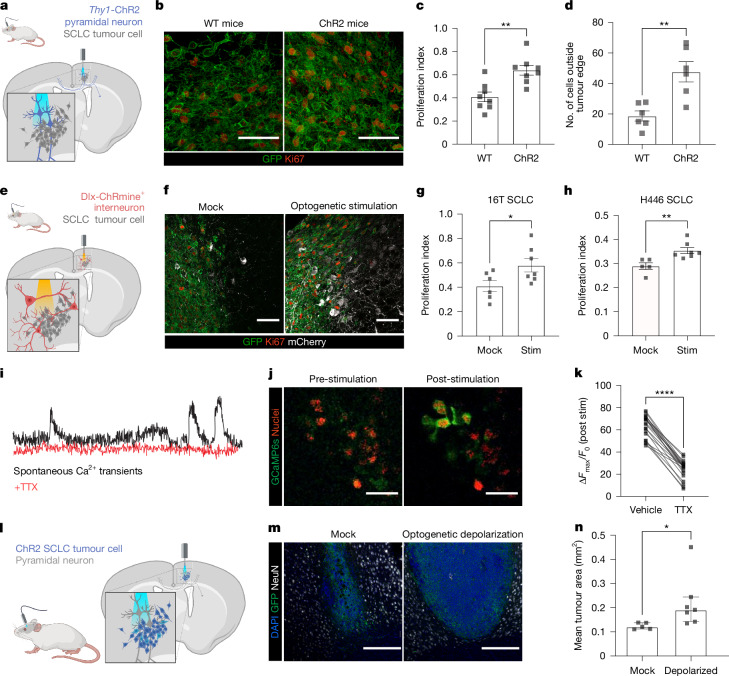
Neuronal circuit activity and downstream tumour membrane depolarization drive tumour progression. **a**, Paradigm for in vivo optogenetic stimulation of *Thy1*-ChR2 (ChR2) pyramidal premotor cortical projection neurons in awake behaving mouse with SCLC tumour allografted into the M2 cortex. **b**, Representative immunofluorescence of mouse 16T SCLC brain tumours (GFP) allografted in the cortex of wild-type (WT) or optogenetically stimulated ChR2 mice. Proliferating cells are labelled with Ki67. Scale bars, 50 µm. **c**, Quantification of data in **b** (*n* = 8 wild-type and *n* = 8 ChR2 mice, *P* = 0.0016). **d**, Quantification of SCLC cells (per 500 µm) invading beyond the tumour edge following optogenetic stimulation of wild-type or ChR2 mice (*n* = 6 wild-type and *n* = 6 ChR2 mice, *P* = 0.0029). **e**, Paradigm for in vivo optogenetic stimulation of Dlx-ChRmine (red-light-sensitive channelrhodopsin)-expressing GABAergic cortical interneurons in awake mice with SCLC tumours allografted into the M2 cortex. **f**, Representative immunofluorescence of mouse 16T SCLC brain tumours (GFP) allografted to the cortex of Dlx-ChRmine expressing mice (mCherry) following optogenetic stimulation (stim). Proliferating cells are labelled with Ki67. Scale bars, 50 µm. **g**, Quantification of data in **f** (*n* = 6 mock-stimulated mice and *n* = 7 stimulated mice, *P* = 0.0410). **h**, As in **f** for human H446 SCLC cells (*n* = 5 mock-stimulated and *n* = 7 stimulated mice, *P* = 0.0074). **i**, Two-photon in situ calcium imaging of GCaMP6s-expressing 16T SCLC cells in hippocampal allografts. Representative trace of spontaneous activity as measured by changes to GCaMP6s fluorescence in SCLC cells with (red) or without (black) administration of 0.5 µM TTX. **j**, Two-photon in situ calcium imaging of GCaMP6s-expressing SCLC cells in hippocampal allografts with Schaffer collateral stimulation (*n* = 6 slices, 4 mice). Representative frames shown before and after stimulation. Red denotes the tdTomato nuclear tag of SCLC cells; green denotes SCLC GCaMP6s. Scale bars, 25 µm. **k**, Quantification of GCaMP6s fluorescence in individual SCLC cells in response to electrical stimulation of CA1 Shaffer collateral axons with or without administration of 0.5 µM TTX (*n* = 22 cells, *P* < 0.0001). **l**, Paradigm for in vivo optogenetic depolarization of intracranial allografts of ChR2-expressing 16T SCLC cells. **m**, Representative immunofluorescence of ChR2-expressing SCLC allografts after mock or blue light-induced depolarization. Neuronal nuclei are labelled with NeuN and tumour cells are labelled with GFP. Scale bars, 200 µm. **n**, Quantification of mean tumour area from **m** (*n* = 5 mock and *n* = 7 depolarized mice, *P* = 0.0101). Data are mean ± s.e.m. (**c**,**d**,**g**,**h**); data are median ± interquartile range (**n**). Unpaired *t*-test (**c**,**d**,**g**,**h**); paired *t*-test (**k**); Mann–Whitney test (**n**). All tests are two-tailed. Drawings in **a**,**e**,**l** created in BioRender. Savchuk, S. (2025) https://BioRender.com/5fwotqm. Source data

GABAergic synaptic neurotransmission comprised the majority of the signalling detected in electrophysiological studies, and was in fact depolarizing in nature. Thus, after observing that cortical circuit stimulation drives SCLC proliferation, we sought to determine the distinct contribution of GABAergic interneurons. We grafted mice with GFP-expressing SCLC (16T or H446) cells, together with an adeno-associated viral vector to genetically express ChRmine, a red-shifted channelrhodopsin^48^, in Dlx-expressing GABAergic interneurons in the mouse cortex (Fig. 4e). The mouse cortex was then optogenetically stimulated in awake, behaving mice to induce GABAergic interneuron activity. Control mice were identically manipulated with mock stimulation. After 24 h, SCLC proliferation was assessed histologically using Ki67 to measure proliferation index. We found that in vivo optogenetic stimulation of GABAergic interneurons promoted proliferation of both 16T and H446 allografted SCLC cells (Fig. 4f–h) recapitulating the increased proliferation as a result of increased motor circuit activity and demonstrating a stark tumour-promoting role of GABAergic neuronal signalling in intracranial SCLC growth.

## SCLC membrane depolarization regulates growth

To define the role of SCLC membrane depolarization occurring as a result of synaptic neurotransmission, we visualized the neurotransmitter-mediated currents in SCLC cells using calcium imaging. After applying either glutamate or GABA individually to 16T SCLC cells engineered to express the genetically encoded calcium indicator GCaMP6s, both neurotransmitters elicited clear calcium transients in these malignant cells (Extended Data Fig. 11a–c), further evidence that these neurotransmitters induce depolarization. We then performed in situ two-photon calcium imaging of GCaMP6s-expressing 16T SCLC cells allografted into the hippocampus. Similar to observations using electrophysiology, both spontaneous and axonal stimulation-evoked calcium transients in the SCLC cells were observed (Fig. 4i,j). These transients were blocked by the addition of TTX, indicating their dependence on neuronal activity (Fig. 4k and Extended Data Fig. 11d).

Given the depolarizing SCLC currents and consequent calcium transients described above, we hypothesized that membrane depolarization itself provides a functional benefit to SCLC tumours in the brain. We used optogenetics to directly depolarize 16T SCLC cells engineered to express ChR2. We confirmed functionality of the ChR2 construct in SCLC cells with patch clamp electrophysiology (Extended Data Fig. 11e,f). These cells were allografted into the mouse cortex (Fig. 4l). After a period of engraftment, blue light was delivered via a fibre optic placed at the surface of the brain to directly depolarize these ChR2-expressing SCLC tumour cells in vivo. Control mice were identically manipulated with mock stimulation. Membrane depolarization resulted in a robust growth effect in SCLC, with an increased SCLC proliferation index (Extended Data Fig. 11g) and the overall size of the tumour approximately doubling after three optogenetic depolarization sessions compared with identically manipulated, mock-stimulated control mice (Fig. 4m,n). Together, these studies illustrate that SCLC cells in the brain utilize neuronal activity and consequent neurotransmitter-mediated membrane depolarization to fuel progression of the tumour.

## Reciprocal neuron–SCLC interactions

As cancers metastatic to brain are often associated with seizures^49,50^, we next assessed whether SCLC cells in the brain could reciprocally affect neurons in the microenvironment. We first quantified the colocalization of pre-synaptic puncta (synapsin) with post-synaptic puncta (HOMER1) on neurons in our SCLC-neuron co-cultures. We found a marked increase in the number of synapses between glutamatergic neurons co-cultured with 16T SCLC cells compared with neurons in monoculture (Fig. 5a,b). No change in gephyrin-labelled synaptic puncta between GABAergic interneurons was detected (Extended Data Fig. 12a). Similarly, in our in vivo electron micrographs of allografted or xenografted tissue, we found an increased number of neuron-to-neuron synapses in regions of the tumour compared with the non-tumour-bearing contralateral controls (Extended Data Fig. 12b,c). Testing the functional contribution of SCLC cells to neuronal hyperexcitability using multielectrode array (MEA) electrophysiology, we found that neurons exhibited increased activity in the presence of SCLC cells (either 16T or H446), measured by increased spike number, amplitude and frequency (Fig. 5c–f and Extended Data Fig. 12d,e). Minimal increase in spike amplitude was observed when conditioned medium from SCLC cells was applied instead of direct co-culture (Extended Data Fig. 12f). We recorded no spikes in SCLC monoculture (Extended Data Fig. 12g).

**Fig. 5:**
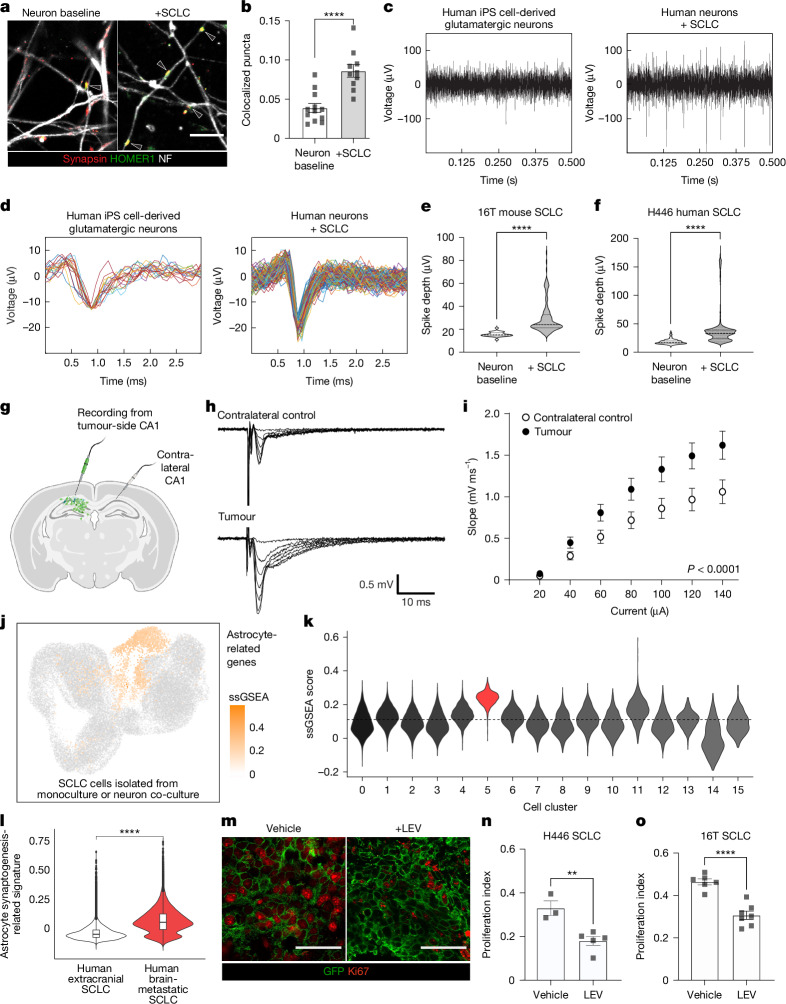
SCLC induces neuronal hyperexcitability. **a**, Immunofluorescence of human iPS cell-derived neurons in monoculture (left) or co-cultured with 16T SCLC cells (right). Arrowheads indicate colocalized pre-synaptic (synapsin) and post-synaptic (HOMER1) puncta along neuronal processes (neurofilament (NF)). Scale bar, 25 µm. **b**, Quantification of data in **a** (per 10 µm neurofilament length, *n* = 12 coverslips for neuron baseline and *n* = 10 coverslips for co-culture, *P* < 0.0001). **c**, Representative 500 ms recording of human iPS cell-derived glutamatergic neurons at baseline versus co-cultured with 16T SCLC cells using MEA (*n* = 6 per condition). **d**, Representative traces of spike amplitude in human iPS cell-derived glutamatergic neurons at baseline versus co-cultured with 16T SCLC cells. **e**, Quantification of data in **c**,**d** (*n* = 24 spikes in neuron baseline and *n* = 168 spikes in co-culture condition, *P* < 0.0001). **f**, As in **e**, but for human H446 SCLC cells (*n* = 363 spikes in neuron baseline and *n* = 2,721 spikes in co-culture, *P* < 0.0001). **g**, Paradigm for local field recordings in SCLC hippocampal allografts. Created in BioRender. Savchuk, S. (2025) https://BioRender.com/5fwotqm. **h**, Representative traces of local field potential in response to local stimulation of tumour allografts and control contralateral hippocampus. **i**, Extracellular local field potential (fEPSP) slope in response to various axonal stimulation intensities in the tumour-infiltrated or control contralateral hippocampus (data fit to a nonlinear regression and compared using the extra-sum-of-squares *F*-test; *n* = 24 tumour and *n* = 25 control across 6 mice, *P* < 0.0001). **j**, GSEA of scRNA-seq data from 16T SCLC cells isolated from either monoculture or neuron co-culture (Fig. 2f,g) reveals a distinct cluster that is enriched for astrocyte-related genes. All gene lists in Supplementary Table 1. **k**, Quantification of ssGSEA scores for astrocyte-related genes across the 16 identified clusters detects upregulation of astrocyte signature in cluster 5 (highlighted in red). Statistical testing in Supplementary Table 2. **l**, Expression of astrocyte synaptogenesis-related genes in cells isolated from patient lung primary, recurrent or non-brain-metastatic lesions^45^ (*n* = 16) versus patient SCLC brain metastases (*n* = 12, *P* < 0.0001). **m**, Representative immunofluorescence of human H446 SCLC (GFP) xenografted in cortex of mice treated with vehicle or levetiracetam (LEV). Proliferating cells are labelled with Ki67. Scale bars, 50 µm. **n**, Quantification of data in **m** (*n* = 3 vehicle and *n* = 5 levetiracetam-treated mice, *P* = 0.0065). **o**, As in **n**, but for mouse 16T SCLC cells (*n* = 6 vehicle and n = 7 levetiracetam-treated mice, *P* < 0.0001). Data are mean ± s.e.m. (**b**,**i**,**n**,**o**); violin plot (**e**,**f**,**k**); and violin and box plot (**l**). Unpaired *t*-test (**b**,**n**,**o**); Mann–Whitney test (**e**,**f**); one-way ANOVA with Tukey correction (**k**); pairwise Wilcoxon rank sum test (**l**). All tests are two-tailed. Source data

We then assessed these findings in vivo by performing local field recordings of allografted hippocampal tissue (Fig. 5g). Compared with the contralateral non-tumour-infiltrated hippocampus, we found increased field potentials in regions of the tumour (Fig. 5h,i). We next sought to determine whether this effect was due to any cell-intrinsic changes in pyramidal neurons associated with SCLC and performed in situ whole-cell recordings of pyramidal neurons either integrated in regions of the tumour or in the contralateral (control, non-tumour-infiltrated) hippocampus. Between the tumour-infiltrated and control hippocampi, no distinct differences in neuronal properties were noted (Extended Data Fig. 12h–l).

Astrocytes are known to have a central role in the form and function of neuronal circuits and astrocyte-like glioma cells have been known to create a hyperexcitable neuronal microenvironment^51–53^. As described above, ultrastructural examination of allografted tissue revealed not only post-synaptic positioning of SCLC cells, but also perisynaptic associations of SCLC cells with neighbouring neurons (Extended Data Fig. 6b–d), reminiscent of a normal astrocyte position in tripartite synapses^54^. 

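The astrocyte-related signature lists 50 genes, of which 45 matched a mouse symbol and 37 were tested on summed counts. In co-culture without TTX, 16 were higher and 5 lower than in monoculture, or 17 and 5 when adjusted over the list alone. The median log2 fold change was 0.74 (camera, p = 0.0324; fry, p = 3.22e-05; camera with an estimated correlation, p = 0.0469). Adjusted over the 10 lists, fry called it (8.05e-05), but camera (0.0649) and camera with an estimated correlation (0.222) did not. Fitted on the 6 samples without TTX alone it was 0.48, and camera did not call the list. Of the 3 genes with the smallest adjusted p, Frem1 and Wls rose by 3.02 and 2.05 on the log2 scale and Ntrk2 fell by 0.98 on the log2 scale. Frem1, on chromosome 4 of GRCm38 from 82897920 to 83052339, had 0.804 ± 0.287 (SD, n = 3) CPM in monoculture and 6.07 ± 1.06 (SD, n = 3) in co-culture. The highest mean ssGSEA score was in cluster 13, with 1187 cells, 93.6% of them from co-culture, and a z of 2.41 among cluster means and 1.81 relative to all cells. This cluster had a median of 1218 UMIs per cell, 0.0875 times that of its cells' libraries, was led by Malat1 and Nupr1 and was not named as a cell type. Its synapse-related score was the lowest of the clusters, with a z of −2.44, and cluster 16, the highest for synapse-related genes, had an astrocyte-related z of −1.97. With cells thinned to 1000 UMIs, which left out 441 cells of cluster 13, its astrocyte-related mean ranked 10 of 17 clusters, with a z of −0.20. By module score, cluster 13 had the highest mean, with a z of 2.61 among cluster means. Per library, the score was −0.129 ± 0.0266 (SD, n = 3) in monoculture and −0.123 ± 0.0309 (SD, n = 3) in co-culture (exact permutation test, two-sided p = 0.8). After thinning the direction turned, with −0.124 ± 0.00238 (SD, n = 3) in monoculture and −0.131 ± 0.00220 (SD, n = 3) in co-culture, lower in 3 of 3 replicates (exact permutation test, two-sided p = 0.1). A module score of the list was −0.0511 ± 0.000694 (SD, n = 3) in monoculture and −0.0484 ± 0.00136 (SD, n = 3) in co-culture, higher in 3 of 3 replicates (exact permutation test, two-sided p = 0.1).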

Querying our scRNA-seq data of SCLC cells in response to neuronal exposure, we found that neuronal co-culture increased the expression of a gene signature associated with an astrocytic phenotype^55–57^ in a distinct subpopulation of cells (cluster 5; Supplementary Tables 1 and 2), not overlapping with the population defined by an upregulated synaptic signature (Fig. 5j,k). In our single-cell dataset comparing human SCLC brain metastases to extracranial sites, we saw no enrichment in the astrocytic signature in the brain (Extended Data Fig. 12m). These findings may in part be driven by an already existing astroglial-like SCLC population that has previously been described within the lung^58^. We therefore evaluated a synaptogenesis-promoting astrocytic gene signature and found an upregulation within separate metaprogrammes of patient brain-metastatic SCLC cells (Fig. 5l). Together, these observations suggest that SCLC can remodel and reinforce neuron–SCLC interactions in the brain.

## Therapeutically targeting neuron–SCLC interactions

Given the increased neuronal activity in the region of the tumour and the idea that glutamatergic and GABAergic synaptic signalling to the tumour drives SCLC growth within the brain, we sought to harness neuron–SCLC interactions for treatment using existing clinically available drugs. We utilized levetiracetam, a commonly used anti-seizure drug that acts by interfering with synaptic vesicle release, to determine the therapeutic potential of reducing activity-mediated signalling in SCLC. After a 2-week treatment regimen of daily levetiracetam treatment (20 mg kg^−1^), both 16T and H446 SCLC-bearing mice demonstrated a significant reduction in malignant cell proliferation (Fig. 5m–o) and tumour burden (Extended Data Fig. 12n–p) in the brain compared with vehicle treated controls. These findings suggest that disrupting neuron–SCLC interactions will be a central component of effectively treating SCLC.

## Discussion

The influence of neuronal activity on SCLC pathophysiology demonstrated here adds to the growing evidence highlighting the importance of neurobiology in cancer. These findings indicate that SCLC cells that have colonized the brain take advantage of neuronal activity through both paracrine and synaptic mechanisms to enhance growth and invasion, while reciprocally increasing neuronal excitability and activity. Developing a longitudinal understanding of the roles of these neural pathways across tumour initiation, growth and metastases will be critical to developing novel therapies that target nervous system interactions with SCLC. Further, emerging evidence demonstrates that melanoma and breast cancer cells that have colonized the brain rely on glutamatergic synaptic input for growth^59^, extending these findings to other types of brain metastases and emphasizing the need to target mechanisms of activity-dependent growth in other non-glial cancers.

In the future, further investigation of the specific molecular signalling cascades that mediate this activity-driven progression of SCLC may reveal therapeutic vulnerabilities. Other mechanisms of activity-mediated growth, including the identity of the paracrine factors that promote SCLC proliferation remain to be defined. This study identifies glutamatergic and GABAergic synaptic signalling in SCLC tumours growing in the brain, but dose-dependent effects and potential roles of other neurotransmitters and neuropeptides have not yet been explored. The growth-promoting effect of SCLC membrane depolarization—also evident in glioma^2,16^—warrants further investigation of the voltage-sensitive mechanisms of cancer cell proliferation. The stark effect of denervation on pulmonary SCLC pathobiology raises questions about the distinct involvement and relative contributions of the different axonal subpopulations within the vagus nerve, the answers to which would provide potential therapeutic targets such as specific neurotransmitter receptors and inform potential translation of these findings to the bedside. Further, evaluating the possible effects of neuronal activity on other cells in the lung tumour microenvironment, including immune, vascular and other stromal cells may reveal additional indirect effects of nervous system activity on SCLC pathogenesis. SCLC is a disease with limited treatment options and poor prognosis. Thus, disrupting the functional interactions between neurons and SCLC in lung and in brain represents a promising therapeutic strategy for this lethal cancer.

## Methods

### Mice and housing conditions

All in vivo experiments were conducted in accordance with protocols approved by the Brigham and Women’s Hospital Institutional Animal Care and Use Committee (IACUC) and Stanford University IACUC. Mice were housed according to the standard guidelines with free access to food and water in a 12 h light:12 h dark cycle.

For brain tumour allograft experiments, NSG mice (NOD-SCID-IL2R gamma chain-deficient, the Jackson Laboratory) were used. Male and female mice were used equally. According to the IACUC guidelines, signs of morbidity rather than maximal tumour volume was used as indication for termination of brain allograft mouse experiments. Mice were euthanized if they exhibited signs of neurological disease or if they lost 15% or more of their body weight. For in vivo optogenetic stimulation of the premotor circuit (M2), *Thy1*-ChR2; NSG or WT; NSG mice were used.

For lung tumour experiments, mice were euthanized when they exhibited signs of sickness behaviour (such as dyspnea, abnormal gait or posturing, or ill-groomed fur) or lost >15% of body weight in accordance with IACUC guidelines. No limits were exceeded in any mouse experiments. In these experiments, *Rb1*^*fl/fl*^;*Trp53*^*fl/fl*^;*p130*^*fl/fl*^, luciferase-expressing (RPR2-luc) genetic mouse models were used as described previously^39,44^. In these mice, lung tumours and later distant metastases form spontaneously after intratracheal administration of Adeno-CMV-Cre (University of Iowa Vector Core) at 2 months of age as described^44^ and following a published protocol^60^. To study MYC-driven lung tumour models, we used RPM mice^42^. These mice were infected intratracheally as above with Adeno-CMV-Cre or Adeno-CGRP-Cre at 3 to 4 months of age.

### Intracranial allografts

All SCLC brain allografts were performed as described^2^. In brief, a single-cell suspension from cells cultured from either 16T-mGFP or NCI-H446-GFP SCLC neurospheres was prepared in sterile HBSS immediately before surgery. Mice at postnatal day (P)21–35 were anaesthetized with 1–4% isoflurane and placed in a stereotactic apparatus. The cranium was exposed via midline incision under aseptic conditions. 70,000 cells in 3 µl sterile HBSS were stereotactically injected into the M2 region of the cortex through a 31-gauge burr hole using a digital pump at an infusion rate of 0.4 µl min^−1^ and a 31-gauge Hamilton syringe. Stereotactic coordinates for *Thy1*-ChR2 mouse allografts used were as follows: 0.5 mm lateral to midline, 1.0 mm anterior to bregma, −1.5 mm deep to cortical surface. At the completion of infusion, the syringe needle was allowed to remain in place for a minimum of 2 min, then withdrawn at a rate of 0.875 mm min^−1^ to minimize backflow of the injected cell suspension. To generate mice with interneuron-specific expression of light-sensitive ion channels, 1 µl of AAV8-Dlx-ChRmine-p2A-mCherry^61^ (virus titre = 6.9 × 10^12^) (a gift from K. Deisseroth) was unilaterally injected using a Hamilton Neurosyringe and 450 Stoelting stereotaxic injector over 5 min. These mice then received allografts of 16T-mGFP or xenografts of NCI-H446-GFP SCLC cells as described above at 0.8 mm lateral to midline, 1.0 mm anterior to bregma, −1.2 mm deep relative to the cortical surface. Allografts of 16T-mGFP-ChR2 SCLC cells were performed following the procedure as above with exception for the following alterations: 15,000 cells were injected in 1 µl sterile HBSS 0.8 mm lateral to midline, 1.0 mm anterior to bregma, −1.2 mm deep relative to cortical surface. For electrophysiology experiments and electron microscopy tissue analysis, 16T-mGFP cells were allografted into the CA1 region of the hippocampus at the following coordinates: 1.5 mm lateral to midline, 1.8 mm posterior to bregma, −1.35 mm deep to the cortical surface.

### In vivo optogenetic manipulation

For in vivo optogenetic stimulation of M2 region of *Thy1*-ChR2; NSG or WT; NSG mice, a single stimulation paradigm was employed as previously described^1^. In brief, a fibre optic ferule was placed 1 week following or simultaneously with and ipsilateral to the SCLC allografts. After 1–2 weeks to allow for recovery from the procedure, the mice were connected to a 100-mW 473-nm diode-pumped solid-state laser system with a mono fibre patch cord, which freely permits wakeful behaviour of the mice. Pulses of light with approximately 4 mW measured output at tip of the patch cord were administered at a frequency of 20 Hz for periods of 30 s, followed by 90 s recovery periods, for a total session duration of 30 min. The mice were euthanized after 24 h post stimulation, and brains were collected for histological analysis. For stimulation of cortical interneurons in Dlx-ChRmine mice, 595-nm light was used at 40 Hz frequency and 10 ms width. Pulses of light with approximately 10 mW measured output at tip of the patch cord were administered.

For in vivo optogenetic depolarization of SCLC cells, ChR2–YFP (pLV-ef1-ChR2(H134R)-eYFP WPRE) construct (generated by the laboratory of K. Deisseroth and placed in the piggyback transposon system by M. Su in the laboratory of M.M.) was lentivirally transduced into 16T SCLC cells, which were then allografted into premotor cortex (M2) following the procedure described above. A fibre optic ferule was implanted during the same surgery ipsilateral to the cell injection site at following coordinates: 0.8 mm lateral to midline, 1.0 mm anterior to bregma, −0.9 mm deep relative to cortical surface. At 1 week post-allograft and for three consecutive days, all mice were connected to the laser system to receive blue light or mock stimulations at a frequency of 10 Hz for periods of 30 s, followed by 90 s recovery periods for a total session duration of 30 min. Mice were euthanized 24 h after the final (3rd) stimulation session.

### Immunohistochemistry of patient tissue

Patient tissue samples were obtained with informed consent and analysed in accordance with institutional review board-approved protocols. Immunohistochemistry of patient SCLC brain metastases tissue samples was performed on formalin-fixed paraffin-embedded tissue sections per standard protocols including deparaffinization, antigen retrieval, incubation with primary antibody and detection per the manufacturers’ instructions. The following antibodies were used: mouse anti-Ki67 (Dako/Agilent), mouse anti-neurofilament (Ventana Roche; prediluted). Staining for Ki67 was performed on a Leica Bond III automated stainer. Staining for neurofilament was performed on a Ventana Ultra automated stainer. Proliferation index was determined by quantifying the fraction of Ki67^+^ cells out of the total number of cells in the region.

### Single-cell sequencing from SCLC-neuron co-culture

16T SCLC cells were cultured alone or in neuron co-cultures with or without 1 µM TTX for 24 h per protocol below and collected in PBS 0.5% BSA, 1 mM EDTA (Invitrogen), 1x DNAse (Worthington Biochemical). GFP-negative cells were collected in parallel to serve as negative control during FACS. Calcein violet (Thermo Fisher) was used to label live cells. GFP^+^calcein^+^ cells were sorted and collected then lysed and combined into droplets with barcoded beads which captured the mRNA then used for reverse transcription with the The Chromium Single Cell Gene Expression platform (10X Genomics) per the manufacturer’s instructions. We then followed the rest of the 10X standard or high-throughput protocols and used the Dual Index Kit TT Set A for library production. The experiment was repeated for a total of three biological replicates.

Processing of fastq files from monoculture and co-culture samples was performed individually using the 10X Genomics Cell Ranger 7.1.0 based on the mm10 mouse genome reference, with the incorporation of the eGFP sequence. Seurat^62^ (v.5.0.1) was employed for data loading at the individual sample level. Subsequently, the scCB2^63^ (v.1.12.0) package was utilized to filter out empty droplets, employing an FDR threshold of 0.01 to identify real cells, while potential doublets were removed using the scDblFinder^64^ (v.1.16.0) package. Cells with no GFP expression, exhibiting a high fraction of mitochondrial molecules (>5%) and those expressing a low number of unique genes (indicating low library complexity) were excluded.

Samples from the same replicate were merged, and highly variable genes were selected using the Seurat package. The relative expression values of these highly variable genes were used for principal component analysis (PCA). The number of PCA components for each replicate was determined based on achieving a cumulative proportion greater than 80% in the PCA plot. Subsequently, UMAP embeddings were generated and cells were clustered using Seurat’s Louvain algorithm-based FindClusters function.

Differentially expressed genes were identified using the SeuratWrapper’s (v.0.3.19) RunPrestoAll function. Genes detected in a minimum of 30% of the cells within each cluster, with at least a 0.25-fold mean log difference, were subjected to statistical testing using the Wilcoxon rank sum test with Bonferroni correction for multiple testing. Genes with adjusted *P* value  <  0.05 were retained.

GSEA was conducted using the fgsea^65^ (v.1.28.0) and genekitr^66^ (v.1.2.5) packages, exploring GO, KEGG, REACTOME, Hallmarks, Biocarta and WikiPathways databases. Finally, the GSVA^67^ (v.1.50.0) package was used to calculate the ssGSEA scores for synaptome, astrocytes, and cell proliferation signatures.

### Single-cell sequencing from human primary or metastatic SCLC lesions

#### Human SCLC brain tissue transcriptomic library preparation

Frozen tissues were processed as described^68,69^. Tissue blocks were embedded in optimal cutting temperature (Tissue-Tek, Sankura 4583), and then sectioned on a Leica CM1950 cryostat (Leica) into 20-µm-thick curls (generating up to 20 curls for each sample). These were then placed in 5-ml tubes (Eppendorf), washed with ice-cold PBS (Thermo Fisher Scientific, 10010023), centrifuged at 400*g* for 2 min, and the supernatant was discarded. The tissue was resuspended in 1 ml Salt Tris (ST) buffer (146 mM NaCl, 10 mM Tris-HCL pH 7.5, 1 mM CaCl_2_ and 21 mM MgCl2 in ultrapure water) with 0.03% Tween-20 (Sigma Aldrich, P7949; TST buffer), supplemented with 0.1% BSA (New England Biolabs, B9000S) and optionally 40 U ml^−1^ RNAse inhibitor (RNAse OUT, Thermo Fisher Scientific). The suspension was mechanically dissociated by pipetting 15 times with a 1-ml pipette and incubated on ice for 5 min. Afterward, the pipetting step was repeated, and the reaction was quenched with 4 ml ST buffer, with or without RNAse inhibitor. The mixture was filtered through pre-wetted 70-µm nylon mesh filters (Thermo Fisher Scientific) into 50-ml conical tubes, washed with 5 ml ST buffer, and centrifuged at 500*g* for 5 min to isolate the nuclei. The nuclei pellet was resuspended in 100–400 µl ST buffer, filtered through a 40-µm mesh (Thermo Fisher Scientific), and counted using a Neubauer counting chamber (Bulldog Bio) after staining nuclear DNA with 50 µg ml^−1^ Hoechst 33342 (Thermo Fisher Scientific, H3570). Approximately 0.9 to 1.5 × 10³ nuclei were loaded into a Chromium Controller using ST buffer without RNAse inhibitor and processed with Chromium reagents and 5′V2 capture kits (1000006 and 1000263) from 10X Genomics. Following reverse transcription and cleanup, cDNA libraries were prepared per manufacturer protocols, including one additional cycle of amplification to account for the lower RNA content in nuclei compared with whole cells. Final sequencing libraries were created using the library construction kit (1000190) and Dual Index Kit TT Set A (1000215) and sequenced on an Illumina NovaSeq S4 platform with 2× 150 bp paired-end reads, achieving a minimum of 25,000 reads per cell.

#### Filtering background noise in gene expression matrices

Demultiplex FASTQ files from raw RNA-sequencing reads were aligned using CellRanger v.6.1.1 (10X Genomics) to the GRCh38 genome^70^. Gene counts were quantified with CellRanger’s ‘count’ function, including intronic reads. The feature_bc_matrix.h5 files generated by CellRanger were used as inputs for the ‘remove-background’ function in CellBender v.0.2.0, which removed ambient RNA gene counts and empty droplets^71^. The CellRanger metric ‘expected-cells’ defined the ‘Expected Number of Cells’ parameter, and the total-droplets-included parameter was set to a value between 10,000 and 40,000, chosen from the plateau region of the barcode-rank plot generated by CellRanger.

#### Quality control and normalization

Each generated matrix for was processed with R v.4.1.1 and Seurat v.4.1.0 on a per-sample basis^72^. Filters were applied based on the Seurat pipeline to retain only cells with 500–10,000 detected genes, 1,000–60,000 unique molecular identifiers and less than 10% mitochondrial gene content. Scrublet v.0.2.1 was used to identify and remove doublets, with the expected doublet rate set between 2.5% and 7.5%, depending on the initial loading rate^73^. Following Seurat’s pipeline, the data were log-normalized using the NormalizeData function. The top 2,000 variable genes from each sample were identified with the FindVariableFeatures function, and the resulting matrix was centred and scaled with the ScaleData function. All signatures were computed through entered the gene list and a merged Seurat object of all samples on a per-cohort basis using the AddModuleScore function provided by Seurat.

#### Integration of cohort samples

Individual Seurat samples were integrated using Seurat canonical correlation analysis (CCA) pipeline to remove batch effects from individual samples. Samples from the labelled Chan cohort from and CUIMC cohort were integrated separately^72^. Per the CCA pipeline, SelectIntegrationFeatures and FindIntegrationAnchors was then run to select 2,000 anchors between each sample with the top 50 dimensions from CCA to define search space for integration, using the raw RNA counts assay for each sample. IntegrateData was then run using the previously defined anchors to generate the integrated dataset. The integrated data were then scaled, and clustered using ‘FindNeighbors’ with 10 dimensions and FindClusters using a resolution of 0.5. UMAPs were calculated with the top 30 PCA dimensions, using Seurat’s RunUMAP.

#### Cell-type identification

Cell types were initially labelled using SingleR v.1.8.0 using the built in BlueprintEncodeData reference^74^. Immune cells identified through this process were used as a diploid reference for inferCNV v.1.10.1 to infer chromosomal copy number alteration (CNA) profiles for each cell. A minimum average read count threshold of 0.1 per gene was applied for reference nuclei. The ‘subcluster’ setting was used for clustering, and results were denoised with the default ‘sd_amplifier’ value of 1.5. InferCNV used a hidden Markov model to predict CNA levels, and the proportion of scaled CNAs was averaged across all chromosomes for each cell^74^. Malignant cells were identified using sample-specific thresholds based on these average values, which distinguished immune and non-immune CNA levels.

Non-malignant cell types were further analysed following CCA-based integration. Clustering of non-malignant cells was performed with the FindClusters function at varying resolutions, followed by differential gene expression analysis with FindAllMarkers^72^. Broad cell-type annotations were assigned manually based on established marker genes identified as differentially expressed in each cluster.

#### Non-negative matrix factorization

Non-negative matrix factorization (NMF) was employed for feature extraction and dimensionality reduction on non-negative gene expression data^75^. The NMF function implemented in RcppML v.0.3.7, was selected for its computational efficiency by minimizing reconstruction error and optimizations matrix factorization^76^. RcppML operates directly on raw count matrices and incorporates L1 regularization with reproducible factor scaling, enabling robust handling of ambiguous zeroes in single-cell data. NMF iteratively decomposing the data matrix into two lower-dimensional non-negative matrices, a basis matrix representing gene programmes and a coefficient matrix capturing the effect of each gene programmes on each cell. To incorporate prior biological knowledge, the supervised framework from Tagore et. al was adapted^77^. NMF was run on each sample to identify latent gene programmes, followed by rank-factor. Genes were pre-filtered to retain the top 7,000 genes based on total counts from the filtered RNA assay, serving as input.

Metaprogrammes (also referred to as consensus factors) were identified through co-correlation analysis using Spearman’s correlation applied to sample-specific factors generated by NMF. The optimal number of consensus factors was determined using silhouette and distortion scores. Ward’s clustering was then performed on individual factors, with the optimal number of consensus factors setting the clustering thresholds to define metaprogrammes^77^. This analysis was conducted on a per-cohort basis.

#### Metaprogramme correlation with annotated hallmarks of tumour heterogeneity

To annotate the biological functions underlying each metaprogramme, gene signatures were defined based on the top genes with the highest normalized contributions to each metaprogramme. Functional characterization of these gene signatures was performed through GSEA using recently described transcriptional hallmarks of tumour heterogeneity^46^. To assess the similarity between gene signatures, the Jaccard similarity index and a derived correlation metric were calculated. The Jaccard similarity index quantifies overlap between two sets as the size of their intersection divided by the size of their union. To facilitate interpretation in a heatmap, pairwise Jaccard similarity scores were scaled linearly to a correlation-like metric ranging from 0 to 1. The resulting heatmap highlights pairwise relationships between gene signatures, with metaprogrammes exhibiting the highest correlation with a given metaprogramme annotated as representing biologically related functions.

#### Normalized gene contribution towards metaprogrammes

For each metaprogramme, genes were ranked based on a weighted Stouffer-integrated expression value. The top 50 genes per metaprogramme, determined by this ranking, were selected for downstream analyses. Within each sample, cell barcodes from the H matrix generated by NMF were assigned to a specific metaprogramme based on their highest association with a corresponding factor. These assignments linked individual barcodes to metaprogrammes according to their factor membership. To evaluate the gene contributions to each metaprogramme, an expectation-maximization Gaussian mixture model (EM-GMM) was applied to the normalized gene expression matrices^77^. This model assessed the modality of gene expression distributions, enabling the identification of peaks that correspond to the ‘normalized gene contribution’ for each metaprogramme. These contributions were subsequently scaled between 0 and 1 across all metaprogrammes to ensure comparability.

#### GSEA across metaprogrammes

The top 50 ranked genes for each metaprogramme, based on the weighted Stouffer-integrated expression values, were used for functional enrichment analysis. GSEA was performed using EnrichR v.3.1, leveraging the Hallmarks of MSigDB v.7.4.1 and GO Biological Process 2021 databases^78^. Enrichment results were aggregated across cohorts, with the top-ranked gene sets identified for each metaprogramme. The *P* values and *q* scores returned by EnrichR were scaled and visualized to highlight significant functional associations for each metaprogramme.

### Sample preparation and image acquisition for electron microscopy

NSG mice were engrafted with either 16T-mGFP or NCI-H446-GFP cells into mouse hippocampi. Three weeks after engraftment, mice were sacrificed by transcardial perfusion with Karnovsky’s fixative: 2% glutaraldehyde (EMS 16000) and 4% paraformaldehyde (PFA) (EMS 15700) in 0.1 M sodium cacodylate (EMS 12300), pH 7.4. The samples were then post-fixed in 1% osmium tetroxide (EMS 19100) for 1 h at room temperature, washed 3 times with ultrafiltered water, then en bloc stained for 2 h at room temperature. Samples were dehydrated in graded ethanol (50%, 75% and 95%) for 15 min each at 4 °C; the samples were then allowed to equilibrate to room temperature and were rinsed in 100% ethanol 2 times, followed by acetonitrile for 15 min. Samples were infiltrated with EMbed-812 resin (EMS 14120) mixed 1:1 with acetonitrile for 2 h followed by 2:1 EMbed-812:acetonitrile for 2 h. The samples were then placed into EMbed-812 for 2 h, then placed into TAAB capsules filled with fresh resin, which were then placed into a 65 °C oven overnight. Sections were taken between 40 and 60 nm on a Leica Ultracut S (Leica) and mounted on 100-mesh Ni grids (EMS FCF100-Ni). For immunohistochemistry, microetching was done with 10% periodic acid and eluting of osmium with 10% sodium metaperiodate for 15 min at room temperature on parafilm. Grids were rinsed with water three times in between and followed by 0.5 M Glycine quench. Grids were incubated in blocking solution (0.5% BSA, 0.5% Ovalbumin in PBST) at room temperature for 20 min. Primary rabbit anti-GFP (1:300; MBL International) was diluted in the same blocking solution and incubated overnight at 4 °C. The following day, grids were rinsed in PBS three times, and incubated in secondary antibody (1:10 10 nm Gold conjugated IgG TED Pella 15732) for 1 h at room temperature and rinsed with PBST followed by water. For each staining set, samples that did not contain any GFP-expressing cells were stained simultaneously to control for any non-specific binding. Grids were contrast stained for 30 s in 3.5% uranyl acetate in 50% acetone followed by staining in 0.2% lead citrate for 90 s. Samples were imaged in the tumour mass within the CA1 region of the hippocampus or within the contralateral normal hippocampus using a JEOL JEM-1400 transmission electron microscope at 120 kV and images were collected using a Gatan Orius digital camera.

### Electron microscopy data analysis

Sections from the allografted hippocampi of mice were imaged as above using transmission electron microscopy. Here, 36 sections of 16T-mGFP across 6 mice were analysed. Electron microscopy images were taken at 6,000× with a field of view of 15.75 μm^2^. Synapses were inspected by two individual investigators. SCLC cells were counted and analysed after unequivocal identification of immunogold particle labelling with four or more particles. For identification of synaptic structures, all three of the following criteria had to be clearly met: (1) visually apparent synaptic cleft; (2) presence of synaptic vesicle clusters in a cell on one side of the cleft; and (3) identification of clear post-synaptic density on the cell on opposite side of cleft. For identification of neuron-to-tumour synapses, the post-synaptic cell had to exhibit clear immunogold particle labelling. Tumour cells in perisynaptic positions were identified when an immunogold-particle-positive SCLC cell was seen apposed to or surrounding the synaptic structures between two other immunogold-particle-negative cells. Density of both types of synaptic relationships (neuron-to-tumour synapses, neuron-to-tumour perisynaptic connections) were quantified as the number of connections per number of SCLC cells identified within the region.

### Histology

Mice with intracranial tumour allografts were anaesthetized with intraperitoneal avertin (tribromoethanol), then transcardially perfused with 20 ml of ice-cold PBS. Brains were fixed in 4% PFA overnight at 4 °C, then cryoprotected in 30% sucrose, embedded in Tissue-Tek O.C.T. (Sakura) and sectioned in the coronal plane at 40 μm using a sliding microtome. Lung tumour mice were perfused as above but also with 10 ml ice-cold 4% PFA. The lungs were inflated with 1–3 ml 2% UltraPure Low Melting Point Agarose (Invitrogen). Lungs and livers were fixed overnight at 4 °C on a shaker, then transferred to 70% ethanol and sectioned at 15 μm for H&E and immunohistochemistry, or cryoprotected in 30% sucrose and sectioned at 150 μm on a cryotome for visualizing tumour innervation.

For immunofluorescence staining, the coronal sections were incubated in blocking solution (3% normal donkey serum, 0.3% Triton X-100 in TBS) at room temperature for 45 min, followed by an overnight incubation with primary antibodies in antibody diluent solution (1% normal donkey serum in 0.3% Triton X-100 in TBS) at 4 °C. On the next day, after a 5-min rinse in TBS, sections were incubated with DAPI (1 μg ml^−1^ in TBS, Thermo Fisher) for 5 min, and rinsed again with TBS for 5 min. Afterwards, slices were incubated in secondary antibody solution at 4 °C overnight, then washed thrice in TBS and mounted with ProLong Gold Mounting medium (Life Technologies). All images were acquired with Zen 3.4 and analysed using Fiji ImageJ 2.1.0. For quantifying SCLC proliferation, average number of Ki67^+^ SCLC cells divided by total number of SCLC cells labelled by GFP was calculated within regions of interest either in axon-rich/axon-poor areas of the tumour or in response to various optogenetic manipulations. For quantification of SCLC spread, average distance from the core was measured as longest distance from the initial site of injection to outer core of the tumour. For quantification of tumour invasion, average number of SCLC cells that migrated out of the circumscribed tumour edge over ~500 μm was calculated.

For visualizing lung and liver tumour innervation with immunofluorescence, 150-μm-thick sections were processed as above, except primary antibody incubation time was extended to 72 h. Streptavidin Alexa Fluor 594 conjugate (Invitrogen) was used to visualized airway epithelium^79^. To quantify lung and liver tumour burden, five equidistant H&E sections from each organ were evaluated by a pathologist blinded to the experimental conditions to estimate percent of section area occupied by the tumour. Any section with <5% of tissue estimated to be occupied by tumour was given a score of 0, 5–25% was given a score of 1, 25–50% was given a score of 2, 50–75% was given a score of 3, and >75% was given a score of 4. The score for each mouse was then generated as an average across the five sections.

The following primary antibodies were used: chicken anti-GFP (Aves Labs, 1:500), rabbit anti-MAP2 (EMD Millipore, 1:500), mouse anti-NeuN (EMD Millipore, 1:500), rabbit anti-Ki67 (Abcam, 1:500), guinea pig anti-synapsin (Synaptic Systems, 1:500), rabbit anti-HOMER1 (Synaptic Systems, 1:500), mouse anti-neurofilament (Abcam, 1:500), mouse anti-nestin (Abcam, 1:1,000), guinea pig anti-VChAT (Synaptic Systems, 1:200), mouse anti-TH (Abcam, 1:200), and rat anti-MBP (Abcam, 1:200). The following secondary antibodies were used (all Jackson Immuno Research, 1:500): DyLight 405 Donkey Anti-Mouse IgG, Alexa Fluor 488 Donkey Anti-Chicken IgG, Alexa Fluor 488 Donkey Anti-Guinea Pig IgG, Alexa Fluor 488 Donkey Anti-Rabbit IgG, Alexa Fluor 594 Donkey Anti-Rabbit IgG, Alexa Fluor 647 Donkey Anti-Mouse IgG, Alexa Fluor 647 Donkey Anti-Rabbit IgG, Alexa Fluor 647 Donkey Anti-Rat IgG.

### Cell culture

The mouse 16T SCLC line was derived from a primary tumour from the lungs of an Rb/p53 mutant mouse^44^. 16T-GFP cells were generated by transducing 16T cells with pLV-CMV-GFP followed by FACS selection^28^. These cells are grown as neurospheres (unless otherwise stated) in 10% FBS medium consisting of DMEM (Invitrogen) and 1× liquid antibiotic-antimycotic (Invitrogen). The spheres were dissociated using TrypLE (Gibco) for seeding of in vitro experiments. For human cell lines, SCLC22H, H69, CORL47, and H526 were generously provided by M. Oser. SCLC22H was cultured in DMEM plus 10% FBS (Cytiva) and 1× Glutamax. H69, CORL47, H446 and H526 were cultured in RPMI with 10% FBS and 1× Glutamax. H1048 was cultured in RPMI plus 10% FBS, 1× Glutamax, and 1× Insulin transferrin selenium (Fisher Scientific). Primary small airway epithelial cells (HSAECs) were purchased from ATCC and grown in airway epithelial cell basal media supplemented with bronchial epithelial cell growth components (ATCC). All cultures were monitored by short tandem repeat fingerprinting for authenticity throughout the culture period and mycoplasma testing was routinely performed.

### Co-culture of SCLC cells with primary mouse neurons

Neurons were isolated from the brains of CD1 mice using the Neural Tissue Dissociation Kit - Postnatal Neurons (Miltenyi), followed by the Neuron Isolation Kit, Mouse (Miltenyi) per the manufacturer’s instructions. After isolation, 300,000 neurons were plated onto circular glass coverslips (Electron Microscopy Services) pre-treated for 20 min at 37 °C with poly-l-lysine (Sigma) and then 3 h at 37 °C with 5 μg ml^−1^ mouse laminin (Thermo Fisher). Neurons were cultured in BrainPhys neuronal medium (Stemcell Technologies) supplemented with 1× Glutamax (Invitrogen), pen/strep (Invitrogen), B27 supplement (Invitrogen), BDNF (10 ng ml^−1^; Shenandoah), and GDNF (5 ng ml^−1^; Shenandoah), TRO19622 (5 μM; Tocris), β-mercaptoethanol (1×, Gibco) and 2% fetal bovine serum. Half of the medium was replenished on day in vitro (DIV) 1 and 5-fluoro-2'-deoxyuridine (UFDU) was added at 1 μM. This was repeated at DIV 3. On DIV 5, half of the medium was replaced with serum-free medium in the morning. In the afternoon, the medium was again replaced with half serum-free medium containing 75,000 SCLC cells dissociated from neurospheres or attached cultures with TrypLE. Tumour cells were cultured with neurons for 24 h and then fixed with 4% PFA for 20 min at room temperature and stained for immunofluorescence analysis as described below.

### Co-culture of SCLC cells with human iPS cell-derived glutamatergic neurons

iPS cell lines were obtained from the Brigham and Women’s Hospital NeuroHub Core Facility and all permissions were received for use (from BWH NeuroHub Core and Rush Alzheimer’s Disease Center’s Biospecimen Distribution Committee). Induced neurons were generated from BR33 iPS cells as described^80^. In brief, iPS cells were plated in mTeSR1 medium at a density of 95,000 cells per cm^2^ on Matrigel-coated plates for viral transduction. Viral plasmids were obtained from Addgene (plasmids #19780, #52047 and #30130). FUdeltaGW-rtTA was a gift from K. Hochedlinger (Addgene plasmid #19780; http://n2t.net/addgene:19780; RRID: Addgene_19780). TetO-FUW-EGFP was a gift from M. Wernig (Addgene plasmid #30130; http://n2t.net/addgene:30130; RRID: Addgene_30130). pTet-O-Ngn2-puro was a gift from M. Wernig (Addgene plasmid #52047; http://n2t.net/addgene:52047; RRID: Addgene_52047). Lentiviruses were obtained from Alstem with ultrahigh titres (~1 × 10^9^) and used at the following concentrations: pTet-ONGN2-puro: 0.13 µl, 50,000 cells; TetO-FUW-eGFP: 0.13 µl, 50,000 cells; FUdelta GW-rtTA: 0.13 µl, 50,000 cells. Transduced cells were dissociated with 3:1 DPBS: Accutase (Stemcell Technologies) + ROCKi (10 µM, Stemcell Technologies) and plated onto Matrigel-coated plates at 200,000 cells per cm^2^ in StemFlex medium + ROCKi (10 µM, Stemcell Technologies) (day 0). On day 1, medium was changed to KSR medium with doxycycline (2 µg ml^−1^, Sigma). Doxycycline was maintained in the medium for the remainder of the differentiation. On day 2, medium was changed to 1:1 KSR: N2B medium with puromycin (5 µg ml^−1^, GIBCO). Puromycin was maintained in the medium throughout the differentiation. On day 3, medium was changed to N2B medium + 1:100 B27 supplement (Life Technologies). From day 4 on, cells were cultured in NBM medium + 1:50 B27 + puromycin (5 µg ml^−1^) + BDNF, GDNF, CNTF (10 ng ml^−1^, Peprotech). Half medium changes were performed every 2–3 days. Around D10, puromycin was removed from medium. Around D12-D-15, SCLC cells were added at a ratio of 1:3 (cancer cells:neurons). Cultures were monitored over the next ten days in the case of MEA recordings. For histological analyses, SCLC cells were added in the presence of 1 μM TTX (Tocris), 50 μM MK801 (Selleck Chemicals), 50 μM CNQX (Tocris), or vehicle. Co-cultures were then fixed and analysed 24 h later in the case of proliferation assays, and 5 days after co-culture in the case of synapse quantification.

### Co-culture of SCLC cells with human iPS cell-derived GABAergic neurons

Induced pluripotent stem cell lines were obtained from the Brigham and Women’s Hospital NeuroHub Core Facility and all permissions were received for use (from BWH NeuroHub Core and Rush Alzheimer’s Disease Center’s Biospecimen Distribution Committee). In brief, iPS cells were plated in mTeSR1 medium at a density of 95,000 cells per cm^2^ on Matrigel-coated plates for viral transduction. Viral plasmids were obtained from Addgene (plasmids #19780, #97329 and #97330). FUdeltaGW-rtTA was a gift from K. Hochedlinger (Addgene plasmid #19780). TetO-Ascl1-puro was a gift from M. Wernig (Addgene plasmid #97329; http://n2t.net/addgene:97329; RRID: Addgene_97329). DLX2-hygro was a gift from M. Wernig (Addgene plasmid #97330; http://n2t.net/addgene:97330; RRID: Addgene_97330). Lentiviruses were obtained from Alstem with ultrahigh titres (~1 × 10^9^) and used at the following concentrations: TetO-Ascl1-T2A-Puro: 0.13 µl, 50,000 cells; DLX2-hygro: 0.13 µl, 50,000 cells: FUdelta GW-rtTA: 0.13 µl, 50,000 cells. Transduced cells were dissociated with 3:1 DPBS: Accutase + ROCKi (10 µM) and plated onto Matrigel-coated plates at 200,000 cells per cm^2^ in StemFlex medium + ROCKi (10 µM) (day 0). On day 1, medium was changed to N2B medium with doxycycline (2 µg ml^−1^) and forskolin (10 µM, Sigma). Doxycycline and forskolin were maintained in the medium for the remainder of the differentiation. On day 2, medium was replaced with fresh N2B medium. On day 3, medium was changed to N2B medium + puromycin (10 µg ml^−1^, GIBCO). On day 4 onwards, cells were cultured in N2B medium + puromycin (8 µg ml^−1^). From day 5 onwards, cells were cultured with NBM medium + 1:50 B27 + puromycin (5 µg ml^−1^) + BDNF, GDNF, CNTF (10 ng ml^−1^) + doxycycline (2 µg ml^−1^) + forskolin (10 µM) + AraC (2 µM, Sigma). Half medium changes were performed every 2–3 days. Around day 14, puromycin, doxycycline, AraC, and forskolin were removed from medium. Around day 20 to day 25, SCLC cells were added at a ratio of 1:3 (cancer cells:neurons). For histological analyses, SCLC cells were added in the presence of 1 μM TTX (Tocris), 20 μM gabazine (Tocris) or vehicle. Co-cultures were then fixed and analysed 24 h later in the case of proliferation assays, and 5 days after co-culture in the case of synapse quantification.

### Induced neuron protocol medium

KSR medium: Knockout DMEM, 15% KOSR, 1× MEM-NEAA, 55 µM β-mercaptoethanol, 1× Glutamax (Life Technologies). N2B medium: DMEM/F12, 1× GlutaMAX (Life Technologies), 1× N2 supplement B (StemCell Technologies), 0.3% dextrose (d-(+)-glucose, Sigma). NBM medium: neurobasal medium, 0.5× MEM-NEAA, 1× GlutaMAX (Life Technologies), 0.3% dextrose (d-(+)-glucose, Sigma).

### Conditioned media assays

For conditioned media assays, either glutamatergic or GABAergic iPS cell-derived neurons were cultured as above. On day 17–18, neurons were replenished with a full medium change with or without the presence of 1 μM TTX. Conditioned medium was collected 24 h later for immediate use. Mouse 16T cells were then plated (30,000 cells in a 48 well plate) with 500 μL neuronal conditioned medium (again in the absence or presence of TTX) with the addition of 10 μM EdU to each well. After 24 h, cells were fixed cells with 4% PFA and stained using Click-iT 594 EdU kit and protocol (Invitrogen). All conditioned media assays were performed alongside direct co-culture assays described above.

### EdU incorporation assay

EdU staining was performed on glass coverslips in 24-well plates which were precoated with poly-l-lysine (Sigma) and 5 μg ml^−1^ mouse laminin (Thermo Fisher). Neurosphere cultures were dissociated with TrypLE and plated onto coated slides with 10 μM of EdU. After 24 h the cells were fixed with 4% PFA in PBS for 20 min and then stained using the Click-iT 594 EdU kit and protocol (Invitrogen) with or without additional antibody staining and mounted using Prolong Gold mounting medium (Life Technologies). Proliferation index was determined by quantifying the fraction of EdU-labelled cells/GFP-labelled cells using confocal microscopy at 40× magnification.

### Synaptic puncta staining and visualization

For immunohistochemistry, fixed coverslips were incubated in blocking solution (3% normal donkey serum, 0.3% Triton X-100 in TBS) at room temperature for 1 h. Primary antibodies guinea pig anti-synapsin1/2 (1:500; Synaptic Systems), rabbit anti-HOMER1 (1:500; Synaptic Systems), rabbit anti-gephyrin (1:300, Cell Signaling Technologies), or mouse anti-neurofilament (1:500; Abcam) in 0.3% Triton X-100 in TBS and incubated overnight at 4 °C. Samples were then rinsed 3 times in TBS and incubated in secondary antibody solution (Alexa 488 donkey anti-guinea pig IgG; Alexa 594 donkey anti-rabbit IgG, and Alexa 647 donkey anti-mouse IgG, all at 1:500 (Jackson Immuno Research)) in antibody diluent solution at 4 °C overnight. Coverslips were rinsed three times in TBS and mounted with ProLong Gold Mounting medium (Life Technologies). Images were collected using a 63× oil-immersion objective on a Zeiss LSM800 confocal microscope and processed with Airyscan. Colocalization of puncta was quantified as described^2^.

### MEA recordings

All MEA recordings were taken and analysed using the Axion Biosystems platform. Prior to culturing, 6-well Axion plates were coated with poly-l-lysine and laminin. Day 4 iNs (created as described^80^) were then thawed and plated in neurobasal medium, at 100,000 cells per well. For the initial week prior to co-culture, iNs were subjected to a half medium change every 3–4 days. Doxycycline and puromycin treatment were stopped after day 10 to allow for the addition of tumour cells. On day 14–15, SCLC cells were added at 30,000 cells per well MEA plates. MEA plates were recorded every day for 10 min for up to 2 weeks after co-culture. All spike numbers and amplitude were assessed using proprietary Axion Software.

### Electrophysiology

For all electrophysiology experiments, 35,000 16T-GFP cells were allografted into the CA1 hippocampus of 4–6 week old NSG mice. Three weeks after allograft, brain slices were obtained using standard techniques. Mice were anaesthetized by isoflurane inhalation and perfused transcardially with ice-cold ACSF containing (in mM) 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 2 CaCl_2_, 1 MgCl_2_, 1.25 NaH_2_PO_4_ and 25 glucose (295 mOsm kg^−1^). Brains were blocked and transferred into a slicing chamber containing ice-cold ACSF. Coronal slices of hippocampus were cut at 300-μm thickness with a Leica VT1000s vibratome in ice-cold ACSF, transferred for 10 min to a holding chamber containing choline-based solution consisting of (in mM) 110 choline chloride, 25 NaHCO_3_, 2.5 KCl, 7 MgCl_2_, 0.5 CaCl_2_, 1.25 NaH_2_PO_4_, 25 glucose, 11.6 ascorbic acid, and 3.1 pyruvic acid at 34 °C then transferred to a secondary holding chamber containing ACSF at 34 °C for 30 min and subsequently maintained at room temperature (20–22 °C) until use. All recordings were obtained within 5 h of slicing. Both choline solution and ACSF were constantly bubbled with 95% O_2_/5% CO_2_.

Individual brain slices were transferred into a recording chamber, mounted on an upright microscope (Olympus BX51WI or Scientifica SliceScope Pro 1000) and continuously superfused (2–3 ml min^−1^) with ACSF and bubbled with 95% O_2_/5% CO_2_ warmed to 32–34 °C by passing it through a feedback-controlled in-line heater (SH-27B; Warner Instruments). Cells were visualized through 40× or 60× water immersion objectives with either infrared differential interference contrast optics or epifluorescence to identify GFP^+^ cells. For whole-cell voltage clamp recording, patch pipettes (2–4 MΩ) pulled from borosilicate glass (Sutter Instruments) were filled with internal solution containing (in mM) 135 CsMeSO_3_, 10 HEPES, 1 EGTA, 3.3 QX-314 (Cl^−^ salt), 4 Mg-ATP, 0.3 Na-GTP, 8 sodium phosphocreatine (pH 7.3 adjusted with CsOH; 295 mOsm·kg−1). sEPSCs and spontaneous inhibitory post-synaptic currents (sIPSCs) of GFP^+^ cells were recorded for 5 min at –70 or 0 mV holding potential. For membrane current variance, 10 consecutive sweeps, each 10 s long, recorded in voltage clamp at −70 mV holding potential were analysed by calculating the s.d. of the current after applying a 3-point median filter. To record evoked excitatory post-synaptic currents (eEPSCs) and evoked inhibitory post-synaptic currents (eIPSCs), the membrane voltages were clamped at –70 mV or 0 mV. For perforated-patch recording eIPSCs (gramicidin D, 40–60 μg ml^−1^) with access resistance 40–60 MΩ, variable holding membrane voltages were applied to generate an *I*–*V* curve and identify chloride’s equilibrium potential. Extracellular stimulation was performed with a stimulus isolation unit (MicroProbes, ISO-Flex), bipolar electrodes (75 μm apart, PlasticOne or MicroProbes) which were placed away 100–400 μm along the CA1–CA2 axis from the recorded cells. Stimuli were delivered at 10 s intervals with 0.1 ms duration and 100–200 μA amplitude. In some recordings, to confirm whether sEPSCs or eIPSCs were glutamatergic or GABAergic, 10 μM NBQX and CPP (Sigma) or 10 μM gabazine (Tocris) were added to bath ACSF. For perforated patched recordings, 10 μM NBQX and CPP were in bath continuously. Pyramidal cells in allografted and contralateral sites of hippocampus were recorded in whole-cell current clamp to study intrinsic properties. Patch pipettes were filled with internal solution containing (in mM) 135 potassium methanesulfonate, 10 HEPES, 1 EGTA, 4 Mg-ATP, 0.4 Na-GTP, 8 sodium phosphocreatine (pH 7.3 adjusted with KOH; 295 mOsm kg^−1^). From a resting potential of −70 mV, currents were injected for 1,000 ms at 50 pA steps from −100 to 1,000 pA. Intrinsic properties of hippocampus pyramidal cells were analysed with software in Matlab.

Extracellular local field potentials (fEPSPs) were recorded from hippocampal allograft and contralateral sites under current clamp (*I* = 0 mode). A bipolar electrode (75 μm spacing, MicroProbes) was placed in stratum radiatum near the allograft or in the correspondent contralateral site. Recording glass electrodes (2–3 MΩ) filled ACSF were place 100–200 μm perpendicularly away from the stimulating bipolar electrode at a depth of 50 100 μm. The stimulation currents were delivered at 20 s intervals with 0.1 ms duration and variable intensities from 20 μA to 140 μA using 20 μA steps and repeated 10 times. The average slopes of fEPSPs for each current intensity were measured.

The resting membrane potential of SCLC was assessed through cell-attached configuration (Rseal > 1 GΩ) using the procedure previously described in Antel et al.^81^. Glass pipettes were filled with a solution containing (in mM) 145 KCL, 2 MgCl2, 5 HEPES (pH was adjusted to 7.3 with KOH). A voltage protocol consisting of hold at 0 mV, stepping to 100 mV and ramping back to −120 mV over 137.5 ms was applied to GFP^+^ cells. Five to ten consecutive traces were recorded and averaged. All data were acquired with a MultiClamp 700B amplifier (Molecular Devices) and digitized at 3 kHz with a National Instruments data acquisition device (NI USB- 6343).

### Calcium imaging

For calcium imaging, the genetically encoded calcium indicator GCaMP6s was lentivirally transduced into mouse SCLC 16T (pLV-ef1-GCaMP6s-P2A-nls-tdTomato). In this case, SCLC cells containing the GCaMP6s reporter can be identified using the tdTomato nuclear tag. These cells were isolated and grafted into the CA1 region of the hippocampus as described above. Two-photon calcium imaging experiments were performed using Prairie Ultima XY upright two-photon microscope for tissue slices equipped with an Olympus LUM Plan FI W/IR-2 40× water immersion objective. The temperature of the perfusion medium, ACSF as described above, was kept at 30 °C, and perfused through the system at rate of 2 ml min^−1^. Excitation light was provided at a wavelength of 920 nm through a tunable Ti:Sapphire laser (Spectra Physics Mai Tai DeepSee) to allow for excitation of both tdTomato and GCaMP6s. The actual laser power reaching the scanhead for each scope is dynamically controlled by Pockels cells via software interface. Pockels cell were set at 10 for all experiments, and photomultiplier tubes (PMTs) were set at 800 for each channel. For these settings, power at back aperture of the objective was approximately 30 mW at 920 nm. The wavelength ranges for the emission filters were PMT1: 607 nm centre wavelength with 45 nm bandpass (full-width at half-maximum) and PMT2: 525-nm centre wavelength with 70-nm bandpass (full-width at half-maximum). Recordings were made at 0.65 frames per second (~1.5 Hz) for about 30 min in the case of spontaneous activity and 10 min in the case of response to periodic electrical stimulation. Cells were identified via the expression for the nuclear tdTomato tag and were only imaged in the area of interest, specifically in the CA1 region of the hippocampus. Similar to the electrophysiology paradigm, for neuronal stimulation experiments, the electrode was placed in the hippocampus to stimulate the neuronal inputs originating in CA3. For electrical stimulation, approximately 20 µA over 200 µs was delivered to local axons using a stimulating bipolar microelectrode. For inhibitor experiments, TTX was directly diluted into the ACSF perfusion medium at 500 nM, oxygenated, and delivered to the slices through the perfusion system.

### Calcium imaging analysis

Quantitative fluorescence intensity analysis was done on calcium transients that were reliably evoked by axonal stimulation. To determine the effect of TTX on the calcium transients in response to electrical stimulation of the CA3 Schaffer collaterals, the field of cells were stimulated three times in 1-min intervals to ensure synaptic connectivity. TTX (500 nM) was then perfused into the slices and the stim was repeated on the same field of cells to gauge direct effect of TTX on stimulation response. For analysis, regions of interest of each responding nucleus were set and Δ*F*_max_/*F*_0_ (maximum difference in fluorescence intensity normalized to background fluorescence) measurements were determined before and after TTX treatment.

### Visualization of human SCLC lung tumour gene expression

Expression data from 81 patients with SCLC primary tumours^38^ as FPKM values was accessed and plotted for genes of interest.

### Unilateral cervical vagotomy

Adult RPR2-luc mice (4–7 months old, 2–5 months from virus administration) weighing more than 17 g were anaesthetized with 1–4% isoflurane through a nose cone in a supine position. Skin of the ventral surface of the neck was shaved and aseptically prepared according to IACUC guidelines. Under a dissection microscope, a 1 cm midline skin incision was made, and salivary glands revealed were separated with blunt dissection to expose the airways. The right vagal nerve was then carefully dissected from the carotid sheath and cut at the cervical level posterior to the pharyngeal branch. Sham mice underwent the same surgical procedure for blunt dissection of the vagus nerve but the latter was left intact. The mice were monitored until recovery from anaesthesia for changes in heart rate and respiration and after that monitored bi-weekly for changes in weight, eating, drinking, and general activity. RPM mice were handled the same way, except vagotomy was performed within 1 week of virus administration.

### Bioluminescence imaging

For in vivo monitoring of tumour growth, bioluminescence imaging was performed using an IVIS imaging system (Xenogen). Mice were placed under 1–4% isofluorane anaesthesia and injected with luciferin substrate, then imaged in pronated position for intracranial allograft experiments or supine position for lung tumour mice. Baseline bioluminescence was used to randomize mice by a blinded investigator so that experimental groups contained an equivalent range of tumour sizes. For vagotomy experiments, each cohort of mice was imaged weekly for a total of 6 months.

### Survival studies

For survival studies, morbidity criteria used were either reduction of weight by 15% of initial weight, sickness behaviour (such as dyspnea, abnormal gait or posturing, or ill-groomed fur), or severe neurological motor deficits consistent with brainstem dysfunction (that is, hemiplegia or an incessant stereotyped circling behaviour seen with ventral midbrain dysfunction). Kaplan–Meier survival analysis using log-rank testing was performed to determine statistical significance.

### Mouse drug treatment studies

For all drug studies, NSG mice were xenografted as above with either 16T-GFP or NCI-H446-GFP cells and randomized to treatment group by a blinded investigator. One week post-engraftment, tumour-bearing mice were treated with systemic administration of levetiracetam (20 mg kg^−1^; Selleck Chemicals; formulated in a sterile saline solution) via intraperitoneal injection daily for 2 weeks. Controls were treated with an identical volume of vehicle.

### Statistical analyses

Statistical tests were conducted using Prism v.9.3.1 (GraphPad) software unless otherwise indicated. Gaussian distribution was confirmed by the Shapiro–Wilk normality test. For parametric data, unpaired two-tailed Student’s *t*-test or one-way ANOVA with Tukey’s post hoc tests to examine pairwise differences were used as indicated. Paired two-tailed Student’s *t*-tests were used in the case of same-cell or same-animal experiments (as in electrophysiological recordings and vagotomy experiments). For non-parametric data, a two-sided unpaired Mann–Whitney test was used as indicated, or a one-tailed Wilcoxon matched pairs signed rank test was used for same-cell experiments. Two-tailed log-rank analyses were used to analyse statistical significance of Kaplan–Meier survival curves. In all box-and-whiskers plots, whiskers indicate minimum and maximum values, the box extends to the 25th and 75th percentile, and the centre line is plotted at the median. In all violin plots, lines are drawn at the median and quartiles.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09492-z.

## Supplementary information

Reporting Summary

Supplementary Table 1 Gene expression signatures. Each tab labels the specific gene signatures queried in single-cell and single-nucleus datasets.

Supplementary Table 2 Statistical analysis for gene expression signatures. Statistical analyses provided for expression of astrocytic and synaptic gene signatures across distinct clusters in the mouse scRNA-seq dataset.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Figs. 1–3, 6 and 10–12

## Data Availability

Sequencing data for SCLC cells isolated from neuronal co-cultures and human brain-metastatic SCLC are available at the Gene Expression Omnibus (GEO) under accessions GSE262422 and GSE303152, respectively. All other data are available in the manuscript or from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Neuronal activity-dependent mechanisms of small cell lung cancer pathogenesis
**Source:** Nature. 2025 Sep 10;646(8087):1232–42. doi: 10.1038/s41586-025-09492-z
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal images were acquired using Zen 3.4 (blue edition). Electrophysiology data were collected using IgorPro v.5.05A. Ivis imaging was collected using Living Image 4.5.1.                                                                                                                                                                                       |
| Data analysis   | Statistical tests was conducted using Graphpad Prism 9.3.1 for most analyses; Electrophysiology data were analyzed using Igor Pro v.5.05A software and MatLab (v6). Confocal microscopy image analysis was done using Fiji ImageJ 2.1.0 and Imaris 9.9.0. Calcium imaging data was analyzed using Fiji ImageJ 2.1.0. scRNAseq data was analyzed using Seurat (v5.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing of SCLC cells isolated from neuronal co-cultures and of human brain metastatic SCLC are available on Gene Expression Omnibus (GEO) at GSE262422 and GSE303152, respectively. Processing of fastq files from scRNAseq data was performed using the 10x Genomics Cell Ranger 7.1.0 based on the mm10 mouse genome reference. Additional source data has been included in with manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Based on the variance of tumor growth in control mice, power calculations indicated use of at least 3-8 mice per condition to give 80% power to detect an effect size of 20% with a significance level of 0.05. For electrophysiological studies, all studies were replicated across multiple cohorts of mice to verify reproducibility. For all other experiments, a minimum of 3 biological replicates were performed. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | For all in vitro/in vivo experiments, a minimum of at least 3 biological replicates were performed (listed in figure legends). For human data, replication was not possible.                                                                                                                                                                                                                                             |
| Randomization   | For IVIS imaging studies, baseline bioluminescence was used to randomize animals by a blinded investigator so that experimental groups contained an equivalent range of tumor sizes. For all other in vitro studies, all samples were randomized to different groups and treated and analyzed in the same way.                                                                                                           |
| Blinding        | For histological experiments, the analysis was done by blinded investigator. Electrophysiological studies were done in all tumor bearing mice and therefore could not be blinded.                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The following primary antibodies were used: chicken anti-GFP (Aves Labs, GFP-1020, Lot# GFP3717982, 1:500), rabbit anti-MAP2 (EMD Millipore, AB5622, Lot# 3826006, 1:500), mouse anti-NeuN (EMD Millipore, ab104225, 1:500), rabbit anti-Ki67 (Abcam, ab15580, Lot# GR3426431-1, 1:500), guinea pig anti-synapsin (Synaptic Systems, 106 308, Clone gp46.1, 1:500), rabbit anti-homer1 (Synaptic Systems, 160 003, 1:500), rabbit anti-gephyrin (Cell Signaling, 14304S, Lot#1, 1:300), mouse anti-neurofilament (Abcam, ab7794, Clone NF-09, Lot: 1016126-1, 1:500), mouse anti-nestin (Abcam, ab6320, 1:1000), guinea pig anti-VACHT (Synaptic Systems, 139 105, Lot# 30021200, 1:200), rabbit anti-TH (EMD Millipore, AB152, Lot# 3114503, 1:200), rat anti-MBP (Abcam, ab7349, Clone#12, 1:200), Streptavidin, Alexa Fluor 594 conjugate (Invitrogen, S32356, Lot# 2387430, 1:200). For human tissue staining: anti-Ki-67 (Dako/Agilent, GA62661-2, Clone# MIB-1, 1:500), mouse anti-neurofilament (Ventana Roche, 760-2661, Clone# 2F11; prediluted).</p> <p>The following secondary antibodies were used (all Jackson ImmunoResearch, 1:500): Alexa Fluor 488 Donkey Anti-Chicken IgG (703-545-155, 156558), Alexa Fluor 488 Donkey Anti-Guinea Pig IgG (706-545-148, 154921), Alexa Fluor 488 Donkey Anti-Rabbit IgG (711-545-152, 157934), Alexa Fluor 594 Donkey Anti-Rabbit IgG (711-585-152), Alexa Fluor 647 Donkey Anti-Chicken IgG (703-605-155, 157769), Alexa Fluor 647 Donkey Anti-Mouse IgG (715-605-150, 153251), Alexa Fluor 647 Donkey Anti-Rabbit IgG (711-605-152, 155990), Alexa Fluor 647 Donkey Anti-Rat IgG (712-605-153).</p> |
| Validation      | All antibodies have been validated in the literature and/or in Antibodypedia for use in mouse immunohistochemistry. To further validate the antibodies on our hands, we confirmed that each antibody stained in the expected cellular patterns and brain- and lung-wide distributions for immunohistochemistry.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The murine 16T SCLC line was derived from individual primary tumors from the lungs of Rb/p53 DKO mice (created and supplied by Julien Sage). Human H446 SCLC line was originally purchased from ATCC. Patient-derived cultures of high-grade gliomas were generated from autopsy tissue (SU-DIPGVI, SU-DIPGXIIIIFL). |
| Authentication                                                    | Sort Tandem Repeat (STR) fingerprinting is performed every 3 months on all cell cultures to ensure authenticity.                                                                                                                                                                                                     |
| Mycoplasma contamination                                          | All cell cultures are routinely tested for mycoplasma contamination and all cultures used tested negative.                                                                                                                                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                                                                                                                                                           |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult (aged 6-8 weeks) NSG mice (NOD-SCID-IL2R gamma chain-deficient, the Jackson Laboratory) or Thy1::Chr2;NSG mice were used for brain allografting. Adult Trp53flox/flox, Rb1flox/flox, p130flox/flox knockout (RPR2), luciferase (luc)-expressing SCLC genetic mice were used for vagotomy experiments. In all experiments, both male and female mice were used. Animals were housed in a facility where temperature was kept at 20-24C and humidity range was 35-65%. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | Brigham and Women's Hospital Institutional Animal Care and Use Committee (IACUC) and Stanford University IACUC.                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                             |
|----------------------------|-------------------------------------------------------------------------------------------------------------|
| Population characteristics | Patients that had undergone brain tumor resection and were diagnosed with SCLC were included in this study. |
| Recruitment                | All samples were obtained from tissue archives. There was no prospective recruitment.                       |
| Ethics oversight           | Columbia University Irving Medical Center Institutional Review Board                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

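Droplet RNA sequencing was made of mouse SCLC cells cultured without neurons or with cortical neurons for 24 h, with and without 1 µM TTX. The 12 libraries make 10 samples in 4 groups, 3 per culture without TTX and 2 per culture with TTX. For each library the authors made a table of UMI counts per gene and barcode with Cell Ranger 7.1.0 on mm10 with eGFP added. The deposited counts are not normalized, hold barcodes with at least 500 UMIs, and do not have the authors' later filters applied. Human samples, recordings and imaging were not part of these files. Coordinates are from the GENCODE vM21 annotation of GRCm38, the assembly that mm10 names.

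Barcodes were kept with at least 1 eGFP UMI, at most 5% mitochondrial UMIs and at least 500 genes. Scrublet scores (scanpy 1.11.5) ranked the barcodes of each library, and the highest were left out at 0.8% per 1000 barcodes. The paper's text gives no number for the gene minimum or the clustering resolution. UMIs per kept cell had library medians between 4915 and 41578.

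Counts were summed per sample and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F-test, one fit over all groups, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, with DESeq2 1.42.0 as an alternative. 20755 genes were tested, with a common dispersion of 0.0236. CPM are on TMM-scaled library sizes. Gene lists came from Supplementary Table 1 and from the S and G2/M lists that Seurat ships, matched to mouse by capitalization, and were tested with camera, camera with an estimated correlation and fry of limma 3.58.1. The genes named were set by rule: the 5 largest rises and falls past the threshold that moved the same way in every replicate, the 3 with the smallest adjusted p in each of 3 lists, each gene the paper names for these cells (1 item is not reported here), eGFP, Rb1, Trp53 and 5 sex-linked genes. The scripts were tested on simulated counts with known changes.

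Cells were scaled to 10000 UMIs, and 2000 variable genes and the principal components up to 80% of the variance of the first 50 gave a graph of 20 neighbours, clustered by Louvain (igraph 0.11.9) at a resolution of 0.8, with and without TTX separately. ssGSEA scores ranked 24039 genes with an exponent of 0.25. For comparisons at one depth, each cell was thinned to 3000 UMIs. Library values were compared by exact permutation tests, in which 3 against 3 give a two-sided p of at least 0.1. These tests do not pair libraries by replicate number, so differences between replicates widen the spread they use. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

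Whether same-numbered samples pair was checked by the correlation of their deviations from the group means. It was 0.417, 0.260 and 0.361 for replicates 1, 2 and 3 without TTX, each over 0.1. Unlike-numbered samples without TTX reached at most 0.151, which is over 0.1 too, so the values favour pairing without settling it. With TTX, where 2 samples per group leave 1 deviation, it was 0.0900. Between same-numbered samples with and without TTX it lay between −0.127 and 0.420. The paper calls the work with TTX a separate experiment. The fit without a block stays the one reported and the block is an alternative. Other alternatives were DESeq2, no filter on low counts, other cell filters and doublet rates, thinned counts, separate TTX libraries, only the groups compared, other clusterings and scores, and leaving out each replicate.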

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

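The tests for a mislabelled sample reported here were chosen after the results were seen; the other tests with a stated outcome were written before.

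Outside the gene lists of Supplementary Table 1, 10969 genes changed between co-culture and monoculture and 10074 between the cultures with TTX (edgeR, adjusted p under 0.05). They drew attention because the paper discusses few of these genes. With each sample thinned to the smallest total, 8833 of the 11305 genes changed without TTX were still called in the same direction, which argues against depth as the whole cause. RNA of cells of the neuron culture is argued against too, since the fixed markers of those cells under 1 CPM in monoculture summed to at most 19.8 CPM in any co-culture library. Over all tested genes, 0 of 10 samples lay closer to the other culture than to their own. Chance cannot be excluded by relabelling: 1 of 10 splits of the 6 samples into 3 and 3 gave as many genes, the real one, and 10 splits can give no share under 0.1. The other 9 splits gave 0 genes by edgeR. Of them, 3 part all 3 replicate pairs as the real one does, and 6 keep a pair together; counts at an unadjusted p and by DESeq2 were not made for these splits. A response to the medium of the neuron culture stays open, and these counts do not separate it from a response to the neurons. The methods add fluorodeoxyuridine to that medium before replacing part of it and adding the SCLC cells. Another clone or line among the co-cultured cells also stays open. Windows of 50 neighbouring genes with a median log2 fold change beyond 0.5 numbered 6, against at most 5 in 1000 shuffles of gene positions. With TTX there were 16, against at most 8. Of the windows without TTX, 4 overlap on chromosome 2 of GRCm38 between 166566342 and 181357690. The largest window median (0.572) lay under the largest of the shuffles (0.599). Neighbouring genes that are regulated together could give the same, and no DNA was analysed. A response to the neurons stays open beside it, and leaving out replicate 2 left 3620 genes without TTX and 701 with TTX.

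The effect of co-culture on 3 gene lists differed with TTX by limma's camera, where 10 lists were tested; adjusted over these, the values of camera are 0.0384 for astrocyte synaptogenesis, 0.0772 for G2/M phase, which then passes no threshold, and 0.0384 for synapse-related genes, and with an estimated correlation or fry no list passes. For the effect with TTX minus that without TTX, the astrocyte synaptogenesis list had a median of −0.11 on the log2 scale (camera, p = 0.00463; camera with an estimated correlation, p = 0.0361; fry, p = 0.180) and, without replicate 1, of −0.10 (camera, p = 0.00719), the G2/M phase list had a median of 0.031 on the log2 scale (camera, p = 0.0232; camera with an estimated correlation, p = 0.537; fry, p = 0.762) and, without replicate 1, of −0.023 (camera, p = 0.641), and the synapse-related list had a median of −0.072 on the log2 scale (camera, p = 0.00768; camera with an estimated correlation, p = 0.247; fry, p = 0.340) and, without replicate 1, of −0.015 (camera, p = 0.787). The median over all genes was −0.031. Replicate 1 has no sample with TTX, so that the cultures with TTX are compared with other replicates. Leaving it out took the call from the synapse-related list and turned the sign of the G2/M phase list, while the astrocyte synaptogenesis list kept its call. Without replicate 2 camera called none of the 3 (medians −0.15, 0.0085 and −0.10 in the order above), and without replicate 3 the astrocyte synaptogenesis list lost its call (median −0.069) and the others kept it. With the replicate number as a block, camera still called all 3 before adjustment over the lists, with medians of −0.13 for astrocyte synaptogenesis, 0.033 for G2/M phase and −0.065 for synapse-related genes. With summed counts thinned to the smallest total, camera called the G2/M phase list (median 0.060) but not the astrocyte synaptogenesis list (median −0.048) or the synapse-related list (median −0.046). Differences between replicates, sequencing depth and an effect of silenced neurons stay open. The calls by camera rest on its preset correlation between genes, 0.01. No single gene passed the threshold for this difference (0 by edgeR, with 95 at an unadjusted p under 0.05, and 0 by DESeq2, with 37).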

How the results depend on the processing

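Scoring the same clusters on thinned cells, and the alternatives for the phase, synaptogenesis and receptor lists, were added after the data had been seen. The alternatives for the other results were set before the data were examined.

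Direction and side of the threshold, or a value within the replicate spread, were kept in 62 of 74 combinations of result and alternative for Neurod1, 69 for the clusters (with 29 moved and 25 reversed), 70 of 74 for counts of genes, 730 of 840 for gene lists (4 reversed), 813 of 892 for other named genes (44 lost and 25 gained a call in the same direction, 10 changed sign without one), 55 of 55 for neighbour shares, 57 of 57 for mean scores and 38 of 38 for shares of cells. The spread of the mean scores is that at the cells' own depth, and within it the astrocyte-related score changed sign: co-culture minus monoculture was 0.0063 without TTX and 0.0024 with TTX, and on thinned cells −0.0062 and −0.0075; it was −0.0007 without TTX and without replicate 3, and −0.0102 with TTX and without replicate 2.

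With each replicate left out in turn, 3620 to 12387 genes changed without TTX, against 11305 with all, and 701 to 12745 with TTX, against 10385; fewer samples were fitted, and a lone sample is assumed to vary like the other groups. Where these fits changed a call or a sign, the lowest and highest values follow, as log2 fold changes or list medians, with the comparison of the cultures named by TTX and "difference" for the effect with TTX minus that without. Neurod1: without TTX 0.62 to 0.85, with TTX 0.67 to 0.92, difference −0.063 to 0.15, TTX in co-culture −0.032 to 0.039, TTX in monoculture −0.11 to 0.032. synapse-related: difference −0.11 to −0.015, TTX in co-culture −0.069 to −0.0099. astrocyte-related: difference −0.16 to 0.013. S phase: difference −0.024 to 0.056, TTX in co-culture −0.040 to 0.046. G2/M phase: difference −0.023 to 0.12, TTX in co-culture 0.017 to 0.15. astrocyte synaptogenesis: without TTX −0.10 to 0.013, difference −0.15 to −0.069, TTX in co-culture −0.14 to −0.044. Glutamate receptors: difference −0.13 to 0.011, TTX in co-culture −0.20 to −0.0027, TTX in monoculture −0.15 to 0.015. GABA receptors: without TTX 0.38 to 0.61, TTX in co-culture −0.24 to 0.0045, TTX in monoculture −0.046 to 0.022. ACh receptors: difference −0.038 to 0.18, TTX in co-culture −0.013 to 0.15. NE receptors: difference −0.062 to 0.11.

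The share of co-culture cells in the cluster with the highest mean, with each replicate left out, was 1.92% to 99.8% for the synapse-related score without TTX, 8.09% to 98.2% for the synapse-related score with TTX, 99.4% to 100% for the cell proliferation score without TTX, 98.2% to 98.6% for the cell proliferation score with TTX.

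With the replicate number as a block over all samples, 14237 genes changed without TTX and 13987 with TTX, within 1.5 times the counts without the block. The correlations of same-numbered samples favour pairs without TTX, but not for all samples with TTX. Under the block, synapse-related (TTX in co-culture −0.026), astrocyte synaptogenesis (TTX in co-culture −0.060), Glutamate receptors (TTX in co-culture −0.0070), GABA receptors (TTX in co-culture −0.028) no longer passed the threshold. Under the block, GABA receptors (without TTX 0.46) newly passed it. Under the block, astrocyte-related (TTX in co-culture 0.0033), cell proliferation (TTX in co-culture −0.0025), Glutamate receptors (TTX in monoculture 0.038) changed sign without a call. The block changed no other call or sign among the lists and Neurod1. The cause was not tested.

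Calls of lists here are by p under 0.05 before adjustment over the 10 lists. The other alternatives changed these calls or signs. Only cells of named SCLC clusters: G2/M phase (difference 0.022) no longer passed the threshold; S phase (TTX in monoculture 0.079) newly passed it; Neurod1 log2 fold change, interaction (−0.0040), Neurod1 log2 fold change, TTX in mono-culture (0.0052), S phase (difference −0.053), astrocyte synaptogenesis (without TTX −0.016) changed sign without a call. DESeq2: NE receptors (without TTX 1.01, with TTX 1.07) no longer passed the threshold; Neurod1 log2 fold change, TTX in co-culture (−0.011), cell proliferation (TTX in co-culture −0.0025), S phase (TTX in monoculture −0.0040), GABA receptors (TTX in monoculture −0.0074), NE receptors (difference 0.0095) changed sign without a call. Only the groups compared in the fit: astrocyte-related (without TTX 0.48) no longer passed the threshold; Neurod1 log2 fold change, TTX in co-culture (−0.0002), S phase (TTX in monoculture −0.011), astrocyte synaptogenesis (TTX in monoculture −0.0048), GABA receptors (TTX in monoculture −0.016) changed sign without a call. Thinned summed counts: synapse-related (difference −0.046), astrocyte synaptogenesis (difference −0.048), GABA receptors (TTX in co-culture −0.084), NE receptors (without TTX 0.67) no longer passed the threshold; GABA receptors (without TTX 0.59), NE receptors (TTX in monoculture −0.33) newly passed it; Neurod1 log2 fold change, TTX in co-culture (−0.032), S phase (TTX in monoculture −0.016), G2/M phase (TTX in monoculture −0.0019), astrocyte synaptogenesis (without TTX −0.032, TTX in monoculture −0.12), GABA receptors (difference 0.038, TTX in monoculture −0.083) changed sign without a call; NE receptors (difference 0.17) reversed. No eGFP filter: GABA receptors (without TTX 0.55) newly passed it; Neurod1 log2 fold change, TTX in co-culture (−0.0081) changed sign without a call. Camera with an estimated correlation: synapse-related (without TTX −0.38, with TTX −0.48, difference −0.072, TTX in co-culture −0.063), G2/M phase (without TTX 0.53, with TTX 0.55, difference 0.031, TTX in co-culture 0.066), Glutamate receptors (TTX in co-culture −0.10), GABA receptors (TTX in co-culture −0.11), NE receptors (without TTX 0.99, with TTX 1.05) no longer passed the threshold. Fry: synapse-related (difference −0.072, TTX in co-culture −0.063), G2/M phase (difference 0.031, TTX in co-culture 0.066), astrocyte synaptogenesis (difference −0.11, TTX in co-culture −0.094), Glutamate receptors (TTX in co-culture −0.10), GABA receptors (TTX in co-culture −0.11) no longer passed the threshold; astrocyte synaptogenesis (with TTX −0.13), GABA receptors (without TTX 0.51, with TTX 0.47), ACh receptors (without TTX −0.71, with TTX −0.39) newly passed it. Separate TTX libraries of replicate 3: G2/M phase (difference 0.0055) no longer passed the threshold; S phase (TTX in co-culture 0.048) newly passed it; astrocyte-related (difference 0.0062), Glutamate receptors (difference 0.017), GABA receptors (TTX in monoculture −0.018), NE receptors (difference 0.019) changed sign without a call. No filter on low counts: G2/M phase (difference 0.015), NE receptors (with TTX 0.64) no longer passed the threshold; cell proliferation (without TTX 0.0015), S phase (difference −0.0093), ACh receptors (difference −0.0090), NE receptors (TTX in monoculture 0.062) changed sign without a call. A limit of 10% mitochondrial UMIs: GABA receptors (without TTX 0.52) newly passed it; astrocyte synaptogenesis (without TTX −0.0045) changed sign without a call. Doublets kept: astrocyte synaptogenesis (without TTX −0.038), GABA receptors (TTX in monoculture −0.024) changed sign without a call. Doublets at 0.4% per 1000 barcodes: GABA receptors (TTX in co-culture −0.095) no longer passed the threshold; astrocyte synaptogenesis (without TTX −0.049), GABA receptors (TTX in monoculture −0.029), NE receptors (difference 0.048) changed sign without a call. The cause was not tested.

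Among clusters, the share of co-culture cells in the one with the highest mean score moved by more than its SD over replicates, or to the other culture, under these. Doublets at 0.4% per 1000 barcodes: synapse-related without TTX 99.1%, astrocyte-related with TTX 15%, cell proliferation without TTX 99.1%, cell proliferation with TTX 3.11%. Leiden: synapse-related without TTX 1.45%, astrocyte-related with TTX 14%, cell proliferation with TTX 3.31%. At least 1000 detected genes: synapse-related without TTX 99.3%, synapse-related with TTX 15.7%, astrocyte-related with TTX 67.6%, cell proliferation without TTX 99.3%. A limit of 10% mitochondrial UMIs: synapse-related without TTX 98.4%, astrocyte-related with TTX 13.4%, cell proliferation without TTX 98.4%. Cells thinned: synapse-related without TTX 6.41%, astrocyte-related without TTX 0.711%, astrocyte-related with TTX 0.487%, cell proliferation without TTX 98.1%, cell proliferation with TTX 98.5%. Doublets kept: synapse-related without TTX 1.59%, astrocyte-related with TTX 13.4%, cell proliferation without TTX 99.5%. No eGFP filter: synapse-related without TTX 4.04%. Clusters of replicate 1: synapse-related without TTX 1.70%, cell proliferation without TTX 1.70%. Clusters of replicate 2: synapse-related without TTX 99.1%, cell proliferation without TTX 99.1%, cell proliferation with TTX 98.6%. Clusters of replicate 3: synapse-related without TTX 1.41%, synapse-related with TTX 98.2%, astrocyte-related without TTX 82.8%, cell proliferation without TTX 100%, cell proliferation with TTX 98.2%. Resolution 0.4: synapse-related without TTX 4.64%, synapse-related with TTX 23.4%. Variable genes centred within each replicate: synapse-related without TTX 2.42%, astrocyte-related with TTX 13.9%, cell proliferation without TTX 99.1%, cell proliferation with TTX 4.83%. The same clusters scored on thinned cells: astrocyte-related without TTX 51.7%, astrocyte-related with TTX 0.204%, cell proliferation without TTX 99.3%, cell proliferation with TTX 97.8%. 3000 variable genes: astrocyte-related with TTX 14.3%. Module score: astrocyte-related with TTX 66.8%, cell proliferation with TTX 97.8%. Resolution 1.2: astrocyte-related with TTX 13.7%. The cause was not tested.

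On depth: in simulated counts at the real library sizes, with 200 genes changed, 67.5% were recovered without TTX, 71% with TTX and 73.5% for TTX in co-culture. The simulated changes were 2-fold and 4-fold. The absence of calls for TTX in co-culture is therefore not explained by sample size alone for changes of that size; smaller changes, TTX in monoculture and the difference of the culture effects were not simulated.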

Differences from the paper's values

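The z over all cells was compared after the values were seen, as was the choice of the replicate spread as error; z among cluster means was set before the data were examined.

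For the mean ssGSEA score of the cluster with the highest synapse-related score without TTX, the value of the paper's Supplementary Table 2 is 0.537 and the value here 0.442. The values differed under each of the 14 alternatives set beforehand.

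The paper's Supplementary Table 2 gives a z of 0.816 for the cluster with the highest synapse-related score with TTX. It does not state the scale. Here the z among cluster means is 1.18. Relative to all cells, a scale compared after the values were seen, it is 0.781, within the limits. The values among cluster means lay outside the limits under each of the 14 alternatives set beforehand. As the scales may differ, the gap to 1.18 cannot be judged.

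For the mean ssGSEA score of the cluster with the highest synapse-related score with TTX, the value of the paper's Supplementary Table 2 is 0.421 and the value here 0.357. It lay within the limits under doublets at 0.4% per 1000 barcodes (0.437), variable genes centred within each replicate (0.439), and outside them under 3000 variable genes, Leiden, at least 1000 detected genes, a limit of 10% mitochondrial UMIs, cells thinned, doublets kept, no eGFP filter, resolution 0.4, resolution 1.2, without replicate 2, without replicate 3.

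For the mean ssGSEA score of the cluster with the highest astrocyte-related score without TTX, the value of the paper's Supplementary Table 2 is 0.160 and the value here −0.0367. The values differed under each of the 14 alternatives set beforehand.

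For the cluster with the highest astrocyte-related score with TTX, the paper's Supplementary Table 2 gives a z of 2.36, again without its scale. Here the z among cluster means is 3.03, outside the limits. Relative to all cells, a scale compared after the values were seen, it is 1.96, outside the limits too. As the scales may differ, these gaps cannot be judged. The value among cluster means lay within the limits under doublets at 0.4% per 1000 barcodes (2.31), 3000 variable genes (2.51), Leiden (2.38), a limit of 10% mitochondrial UMIs (2.18), doublets kept (2.29), no eGFP filter (2.21), variable genes centred within each replicate (2.22), without replicate 3 (2.33), and outside them under at least 1000 detected genes, cells thinned, module score, resolution 0.4, resolution 1.2, without replicate 2.

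The paper's z of 2.36, on its unstated scale, was also compared with the z relative to all cells of that astrocyte-related cluster, here 1.96. The values differed under each of the 14 alternatives set beforehand.

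For the mean ssGSEA score of the cluster with the highest astrocyte-related score with TTX, the value of the paper's Supplementary Table 2 is 0.161 and the value here −0.0473. The values differed under each of the 13 alternatives set beforehand.

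The scale of the paper's z is not stated. Its pairs of mean and z for the synapse-related score without TTX imply an SD of 0.137, while its cluster means have one of 0.105, so its z was not taken among cluster means. ssGSEA scores were divided here by their range over the cells and lists scored together, so a mean is on the scale of those lists. The paper's means may be on another scale, so the gaps between means, and their signs, cannot be judged either.

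The paper tested cells and the values below compare samples. The paper states that a proliferation signature rose in co-culture: of its 422 tested genes, 125 were higher and 122 lower, and camera did not call the list (p = 0.977) under any alternative tried, while the cluster with its highest mean score held 99.8% co-culture cells, its mean score was higher in 3 of 3 replicates at the cells' own depth, on thinned cells and as a module score, and in 1 of 3 with no eGFP filter or with a limit of 10% mitochondrial UMIs, and the S and G2/M phase lists rose by 0.79 and 0.53 on the log2 scale. Cluster 16, which had that highest mean, drew 94.0% of its cells from co-culture replicate 2 and had 2.99 times the UMIs of its libraries. On cells thinned to 1000 UMIs its proliferation score ranked 10 of 17 clusters (z 0.378). Cluster 1, with 99.3% co-culture cells, was then highest, followed by cluster 3 (45.1%) and cluster 7 (1.17%). The paper attributes higher Neurod1 to neuronal activity: with TTX its log2 fold change was 0.79, against 0.75 without it.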

Other observations

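Chosen after the result was seen: for the synapse-related cluster, the tests on thinned cells and on 1 library, and the use of its doublet score; for eGFP, the test on RNA of neurons and astrocytes; for the abundant genes, their choice. The other tests were written before.

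The cluster with the highest synapse-related mean without TTX kept it on thinned cells (z 1.31), which argues against UMIs per cell as the whole cause of its score. Random pairs of cells of co-culture replicate 2, thinned alike, had a mean score of 0.314, against 0.397 in the cluster and at most 0.335 in 1000 groups of pairs, so random pairs do not reach its score. The cluster also has the highest median doublet score of the clusters without TTX (0.210, the next 0.122) and 2.99 times the UMIs of its libraries, as doublets would, so doublets of particular cells stay open. Its cells did not form a cluster of their own on thinned cells: they made up 8.00% of the thinned cluster that held most of them, so the number of UMIs may be why they group together. Without replicate 2 the highest cluster held 1.92% co-culture cells, but leaving out that replicate takes away the library that gave 94.0% of the cluster's cells, which decides nothing. A feature of that library and a response of its cells to neurons cannot be told apart, since nearly all cells of the cluster come from it.

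The clusters with the highest astrocyte-related mean have few UMIs. On cells thinned to 1000 UMIs, their z was −0.204 without TTX and −1.33 with TTX, so few UMIs may be the source of the high means. By module score, the cluster without TTX still had the highest mean, with a z of 2.61 among cluster means. The cluster with TTX then had a z of 1.17 and was not the highest. Over clusters without TTX, the rank correlation of median UMIs with the mean score was −0.956 for astrocyte-related and 0.775 for synapse-related genes, and between both scores −0.725; on thinned cells the first 2 were −0.0735 and 0.480. The separation of the 2 signatures into different clusters goes with UMIs per cell, and a biological part was not tested.

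eGFP fell in co-culture by 1.14 on the log2 scale (edgeR, adjusted p = 0.00253). RNA of neurons and astrocytes is argued against as the whole cause, since their markers lacking in monoculture summed to at most 15.4 CPM in a co-culture library. A lower eGFP level in the cells stays open. Of the co-culture cells, 757 (4.48%) lay in clusters mostly of monoculture. Of these, 0.132% shared a barcode with the monoculture library of their replicate, against 0.273% elsewhere, which argues against barcodes carried between libraries.

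The share of cells in S or G2/M phase was higher in co-culture by 18.3 percentage points on thinned cells, which argues against UMIs per cell as its cause. With TTX it was 79.6% in monoculture and 99.1% in co-culture, higher in 2 of 2 replicates. That co-culture raises this share with and without TTX is a hypothesis from these data, and whether TTX changes the rise was not tested. In the paper's EdU assay of these cells with cortical neurons, TTX abrogated the rise in proliferation. That assay counted labelled cells, while this share is set by a rule on RNA, so the measures are unlike.

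The 2 libraries of co-culture with TTX, replicate 3, lie apart: a chi-square per degree of freedom of 117 over genes, against 2.65 for the 2 monoculture libraries of that replicate. The share of neighbours from the same library stayed at 83.5% on thinned cells and at 89.6% without histone genes, which argues against both as the whole cause. The labels do not say whether the libraries are separate cultures, and no biological explanation was tested. Of the highest synapse-related cluster of that replicate by itself, 95.5% of cells came from 1 of these libraries.

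Between co-culture with and without TTX, camera called 5 of 10 lists, with median log2 fold changes of astrocyte synaptogenesis −0.094 (camera, p = 8.00e-05; with an estimated correlation, p = 0.00955; fry, p = 0.104), G2/M phase 0.066 (camera, p = 1.36e-05; with an estimated correlation, p = 0.257; fry, p = 0.382), GABA receptors −0.11 (camera, p = 0.0104; with an estimated correlation, p = 0.156; fry, p = 0.403), Glutamate receptors −0.10 (camera, p = 0.0123; with an estimated correlation, p = 0.236; fry, p = 0.510), synapse-related −0.063 (camera, p = 0.00699; with an estimated correlation, p = 0.242; fry, p = 0.454). Adjusted over the 10 lists, all 5 passed by camera, the highest at 0.0246, and none by camera with an estimated correlation or fry. With the replicate number as a block, only the G2/M phase list of these 5 kept its call by camera before adjustment. The astrocyte synaptogenesis, GABA receptors, Glutamate receptors and synapse-related lists lost it.

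In co-culture against monoculture without TTX, the lists of receptors and of astrocyte synaptogenesis had median log2 fold changes of Glutamate receptors −0.32 (5 higher and 7 lower of 16; camera, p = 0.443; with an estimated correlation, p = 0.701; fry, p = 0.208), GABA receptors 0.51 (6 higher and 1 lower of 17; camera, p = 0.0510; with an estimated correlation, p = 0.263; fry, p = 0.00369), ACh receptors −0.71 (1 higher and 3 lower of 9; camera, p = 0.0773; with an estimated correlation, p = 0.116; fry, p = 2.64e-05), NE receptors 0.99 (4 higher and 0 lower of 6; camera, p = 0.0289; with an estimated correlation, p = 0.0665; fry, p = 3.13e-06), astrocyte synaptogenesis 0.0013 (6 higher and 7 lower of 26; camera, p = 0.669; with an estimated correlation, p = 0.698; fry, p = 0.101). Adjusted over the 10 lists, camera called none of these, NE receptors at 0.0649, and fry called ACh receptors (8.05e-05), GABA receptors (0.00527) and NE receptors (1.56e-05).

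For other genes named beforehand, the log2 fold changes in co-culture by edgeR were Slc12a2 0.21 (adjusted p = 0.0807), Slc12a5 −0.36 (adjusted p = 0.0908), Rb1 0.32 (adjusted p = 0.0197), Trp53 0.016 (adjusted p = 0.949), Xist 1.68 (adjusted p = 0.0527), Ddx3y 0.62 (adjusted p = 0.000235), Eif2s3y −0.071 (adjusted p = 0.642), Kdm5d 0.14 (adjusted p = 0.348), Uty −0.036 (adjusted p = 0.877). With TTX, Slc12a5 had −0.58 (edgeR, adjusted p = 0.0327) and Pou2f3 −0.66 (edgeR, adjusted p = 0.0308). With the replicate number as a block, these passed the threshold without TTX by edgeR: Slc12a2 log2 fold change, co-culture against mono-culture, 0.21 (adjusted p = 0.0255), Slc12a5 log2 fold change, co-culture against mono-culture, −0.40 (adjusted p = 0.0126), Xist log2 fold change, co-culture against mono-culture, 1.54 (adjusted p = 0.0448). With TTX under the block, Mki67 log2 fold change, co-culture with TTX against mono-culture with TTX (0.60, adjusted p = 0.000320) and Kdm5d log2 fold change, co-culture with TTX against mono-culture with TTX (0.22, adjusted p = 0.0495) passed it too. UMIs on Rb1 and Trp53 do not show which exons were transcribed.

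The 5 genes with the largest fitted rise had no UMI in monoculture, so only a lower limit of their rise is known. Against a floor of 3 counts over the group, on TMM-scaled sizes, they were at least 13.7-fold (Gm34342), 15.5-fold (Rag1), 12.1-fold (Gm28784), 10.8-fold (Spink1), 10.3-fold (Calhm6) higher in co-culture. These limits do not rank them above genes with a measured rise. The 5 genes with the largest fitted fall had a monoculture to co-culture ratio of 42.6 (4933404K08Rik, counting interval 11.3 to 359), 43.9 (Gm12580, counting interval 7.36 to 1784), 42.6 (Olfr70, counting interval 7.13 to 1733), 24.5 (Vmn2r92, counting interval 3.90 to 1019), 20.0 (Gm43838, counting interval 5.09 to 173).

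Among genes with a mean of at least 100 CPM in a culture, chosen after their values were seen, the largest falls were Cited4 −3.69, Tubb3 −2.92, Actg1 −2.84, Tshz2 −2.83, Cacna1a −2.81 and the largest rises Creb5 5.16, Txnip 4.93, Snhg15 4.68, Jun 3.80, Dusp8 3.67 on the log2 scale. No explanation for them was tested.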
